# A Zebrafish Model of Roberts Syndrome Reveals That Esco2 Depletion Interferes with Development by Disrupting the Cell Cycle

**DOI:** 10.1371/journal.pone.0020051

**Published:** 2011-05-26

**Authors:** Maren Mönnich, Zoë Kuriger, Cristin G. Print, Julia A. Horsfield

## Abstract

The human developmental diseases Cornelia de Lange Syndrome (CdLS) and Roberts Syndrome (RBS) are both caused by mutations in proteins responsible for sister chromatid cohesion. Cohesion is mediated by a multi-subunit complex called cohesin, which is loaded onto chromosomes by NIPBL. Once on chromosomes, cohesin binding is stabilized in S phase upon acetylation by ESCO2. CdLS is caused by heterozygous mutations in NIPBL or cohesin subunits SMC1A and SMC3, and RBS is caused by homozygous mutations in ESCO2. The genetic cause of both CdLS and RBS reside within the chromosome cohesion apparatus, and therefore they are collectively known as “cohesinopathies”. However, the two syndromes have distinct phenotypes, with differences not explained by their shared ontology. In this study, we have used the zebrafish model to distinguish between developmental pathways downstream of cohesin itself, or its acetylase ESCO2. Esco2 depleted zebrafish embryos exhibit features that resemble RBS, including mitotic defects, craniofacial abnormalities and limb truncations. A microarray analysis of Esco2-depleted embryos revealed that different subsets of genes are regulated downstream of Esco2 when compared with cohesin subunit Rad21. Genes downstream of Rad21 showed significant enrichment for transcriptional regulators, while Esco2-regulated genes were more likely to be involved the cell cycle or apoptosis. RNA *in situ* hybridization showed that *runx1*, which is spatiotemporally regulated by cohesin, is expressed normally in Esco2-depleted embryos. Furthermore, *myca*, which is downregulated in *rad21* mutants, is upregulated in Esco2-depleted embryos. High levels of cell death contributed to the morphology of Esco2-depleted embryos without affecting specific developmental pathways. We propose that cell proliferation defects and apoptosis could be the primary cause of the features of RBS. Our results show that mutations in different elements of the cohesion apparatus have distinct developmental outcomes, and provide insight into why CdLS and RBS are distinct diseases.

## Introduction

The cohesin complex is best known for its crucial function in mediating sister chromatid cohesion during the cell division cycle. Cohesin comprises four core subunits: structural maintenance of chromosomes (SMC) subunits Smc1 and Smc3, plus two non-SMC subunits, Mcd1/Scc1/Rad21, and Scc3/Stromalin (SA). The leading theory for establishment of cohesion is that cohesin forms a large molecular ring that entraps sister DNA strands [1].

The loading of cohesin onto chomosomes and the subsequent establishment of cohesion are separate events. Loading of cohesin onto chromosomes takes place in telophase in most organisms, and is facilitated by a protein complex containing Scc2 (*Nipped-B* in *Drosophila* and *NIPBL* in human) and Scc4/MAU-2 [2], [3], [4]. Once loaded, cohesin exhibits marked differences in residence time on chromosomes, indicating that not all cohesin is stably bound [5], [6]. It is thought that the more stably bound fraction of cohesin has functions in addition to chromosome cohesion, including regulating gene expression [5].

During S phase, stably bound cohesin is converted to a ‘cohesive’ form by interaction with the DNA replication machinery [7], [8], [9], in association with an acetyltransferase known as Ctf7/Eco1 in yeast, and Esco2 in vertebrates [9], [10], [11]. Esco2 acetylates cohesin subunit Smc3 to generate the cohesive form of cohesin, essential for holding sister chromatids together through G2 until M phase [12], [13], [14]. This cohesive form of cohesin has a long-term residency on chromosomes commensurate with the stably bound cohesin fraction [5]. Esco2 also appears to antagonize the activity of a cohesion disestablishment complex containing Pds5 and Wapl [15], [16]. Thus, Esco2 is an important factor in ensuring cohesion persists between sister chromatids until their separation at anaphase.

At anaphase, the Rad21 subunit of cohesin is cleaved by the protease separase, and the cohesin ring is opened, allowing chromosomes to separate [17]. The Smc3 subunit of cohesin can be recycled onto chromosomes at the next cell cycle, but deacetylation of Smc3 by class I histone deacetylase Hos1 is required before this can happen [18], [19], [20]. Thus, deacetylation by Hos1 opposes Esco2′s acetylation activity.

Cohesin has a further important role in DNA double strand break repair. For double strand breaks to be effectively repaired, the cohesive form of cohesin must be established at the location of the break [21]. Stabilization of cohesin at double strand breaks depends on acetylation of the Rad21 subunit by Esco2, plus antagonism of the disassociation complex containing Wapl [22].

Since 2004, it has emerged that human developmental syndromes arise from mutations in proteins responsible for sister chromatid cohesion. Inactivating mutations in ESCO2 cause Roberts Syndrome/SC Phocomelia (RBS/SC) [23], [24], [25], [26]. RBS is characterized by severe growth deficiency, microcephaly, craniofacial abnormalities and mental retardation. SC phocomelia is much milder with less marked limb reduction and survival to adulthood. Both disorders arise from ESCO2 mutations with no apparent genotype/phenotype correlation [25], [26]. Since the exact same ESCO2 mutation can cause Roberts or SC Phocomelia, it has been proposed that both be termed Roberts Syndrome, which would then cover the entire spectrum of pathology [26]. Chromosomes from RBS/SC patients are characterized by precocious sister chromatid separation, particularly at heterochromatic regions of the chromosomes [23], [25]. Cornelia de Lange Syndrome (CdLS), on the other hand, is caused by haploinsufficiency for *NIPBL* or by missense mutations in the *SMC1A* or *SMC3* cohesin subunits [27]. CdLS patients display diverse and highly variable mental deficits and structural abnormalities [28], [29], [30], [31]. In contrast to RBS/SC, chromosome cohesion defects are not associated with CdLS [32]. Despite their shared ontogeny within the sister chromatid cohesion apparatus, RBS/SC and CdLS are distinct syndromes. Nevertheless, they have been grouped into a category of human developmental syndromes known as ‘cohesinopathies’.

There is strong evidence that CdLS is caused by altered expression of developmental genes, rather than by cell cycle anomalies (reviewed in [32], [33], [34]). In *Drosophila*, mouse and zebrafish models analyzing Nipbl or cohesin depletion, specific gene expression changes were observed that were not associated with cell cycle or chromosome cohesion defects [34], [35], [36], [37]. Transcript profiling of lymphoblastoid cell lines from CdLS patients also identified consistent gene expression alterations [38]. Genome-scale mapping of cohesin binding sites provides further evidence that it directly regulates transcription. In *Drosophila*, Nipped-B and cohesin co-localize genome-wide, and associate preferentially with active genes [39], [40]. Furthermore, it was recently demonstrated that cohesin directly regulates the expression of a number of genes in *Drosophila* salivary glands in which endoreduplicating chromosomes do not separate, showing definitively that cohesin regulation of gene expression is entirely separable from its role in the cell cycle [41].

In vertebrates, cohesin appears to regulate gene expression in combination with specific transcriptional regulators, such as CTCF [42], [43], [44], [45], mediator complex [46] and estrogen receptor alpha [47]. The favoured model is that gene regulation by cohesin occurs through its mediation of long-range enhancer-promoter communication [46], [48]. It is thought to be the stable fraction of cohesin that functions in regulating gene expression [5]. It is not known if the acetyltransferase activity of Esco2 contributes to stabilizing cohesin for this function.

Our previous research indicated specific roles for cohesin in regulating gene expression during zebrafish development. We found that cohesin is expressed in both proliferating and non-proliferating cells in the zebrafish embryo [49] and is required for early tissue-specific transcription of *runx1* and *runx3* during embryogenesis [36]. Furthermore, cohesin is required for transcription of *myca*, the zebrafish *c-Myc* ortholog [37].

Cohesin's role in developmental gene expression is thought to contribute to the pathology of CdLS [27], [50]. It is not known how ESCO2 activity influences gene expression to contribute to RBS. In this study, we have again used the zebrafish model, to determine if Esco2 contributes to the same developmental pathways that operate downstream of cohesin activity. Esco2-depleted zebrafish embryos recapitulated many of the phenotypes observed in RBS, including limb (fin) truncations and craniofacial abnormalities. However, we found that, in contrast to loss of Rad21 [37], Esco2 depletion does not result in a strong signature of developmental gene misregulation. Of the few genes regulated in common in response to Esco2 and Rad21 depletion, most were involved in the cell cycle and apoptosis. Furthermore, *myca*, *runx1* and *runx3*, which are all tissue-specifically regulated by cohesin, were not regulated in the same direction in Esco2-depleted embryos; in fact, *myca* was upregulated. Esco2 embryos exhibited a cell cycle block in G2 and strong upregulation of caspase activity, regardless of p53 function.

We suggest that the phenotype caused by Esco2 depletion is primarily due to a paucity of cells resulting from cell death following G2 arrest, and not by the regulation of developmental genes. Our research indicates that although the cohesinopathies arise from mutations in a related family of proteins, individual syndromes within the cohesinopathies can have distinct molecular etiology.

## Results

### Identification and expression pattern of zebrafish *esco2* in zebrafish embryo development

Sequence information on the zebrafish *esco2* gene, on chromosome 20, was available in Ensembl (ENDSARG00000014685) and NCBI (Gene ID: 445395). The zebrafish *esco2* transcript is 2350 base pairs long and encodes 609 amino acids. Its identity was confirmed by comparison with other Esco2 sequences (Fig. S1), which revealed that zebrafish Esco2 is 41% identical to the human and mouse proteins (NCBI BLAST). Phylogenetic analysis grouped zebrafish Esco2 together with Esco2 proteins from other species, closest to the Atlantic salmon (*Salmo salar*) with *Xenopus laevis* as the next closest relative (Fig. S2A). A chromosomal location comparison with mouse and human (Fig. S2B) shows conserved gene synteny of *esco2* between these species.

Considering their related functions, we first asked if zebrafish *esco2* is expressed in the same cells as cohesin during embryo development. To determine spatiotemporal expression of the *esco2* gene, a riboprobe of the *esco2* gene was hybridized with zebrafish embryos collected at intervals up to 4 days post-fertilization (dpf). *esco2* expression was ubiquitous in early development (data not shown), however from about 24 hours post-fertilization (hpf), specific patterns of *esco2* transcript distribution were observed. From 24–48 hpf, *esco2* was expressed in the brain ventricles and otic vesicles (Fig. 1A–E). From 36–48 hpf, *esco2* is expressed faintly in the developing pectoral fin (Fig. 1B, C) and in a layer of retinal cells (Fig. 1B–E). At 36 hpf, expression of *esco2* was detected in the mid-hindbrain boundary and hindbrain proliferative zone, and in the branchial arches (Fig. 1B, C). At 4 dpf, robust *esco2* expression was detected in the developing pharynx, the gut and the heart (Fig. 1F). In summary, the expression pattern of *esco2* during zebrafish embryo development closely resembles that of cohesin subunits [49], and is predominantly found in proliferative cells. This is consistent with the finding that Esco2 is important for the establishment of sister chromatid cohesion in conjunction with cohesin.

**Figure 1:**
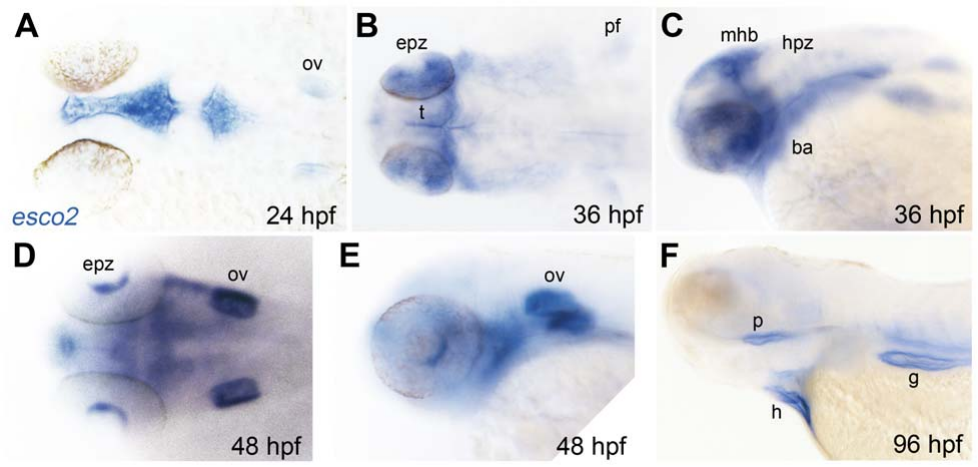
Late embryonic and larval expression of *esco2* in zebrafish. Whole-mount *in situ* hybridization of zebrafish at the indicated stage with an *esco2* antisense riboprobe. A, B, and D are dorsal views, C, E, and F lateral views. Anterior is to the left for all. ov, otic vesicle; epz, eye proliferative zone; pf, pectoral fin; t, tectum; mhb, mid-hindbrain boundary; hpz, hindbrain proliferative zone; ba, branchial arches; p, pharynx; h, heart; g, gut.

### Esco2-depleted zebrafish exhibit craniofacial defects and reduced pectoral fin growth

Zebrafish embryos were used to evaluate the consequences of Esco2 depletion on early development. We used antisense morpholino oligonucleotides (MOs) targeting the ATG start codon (*esco2*_ATG_MO), or the 5′ donor of the exon/intron boundary of intron 2 of *esco2* (*esco2*_Splx2_MO), to create knockdown “morphant” embryos. RT-PCR amplification of cDNA demonstrated marked reduction in splicing of intron 2 from *esco2* mRNA in *esco2*_Splx2_MO-injected embryos (Fig. S2C), generating an aberrant transcript predicted to lead to early termination of the Esco2 protein. Both MOs elicited identical phenotypes in zebrafish embryos. However, a higher dose of *esco2*_Splx2_MO was needed to generate equivalent effects to *esco2*_ATG_MO (data not shown), perhaps reflecting that the latter MO targets both maternally deposited spliced mRNA as well as zygotically transcribed mRNA. For this reason, *esco2*_ATG_MO (henceforth termed *esco2* MO for simplicity) was used for all subsequent experiments.

When compared with wild type controls, *esco2* morphants had smaller eyes and a smaller head at 24 hpf, accompanied by noticeable cell death in the brain (Fig. 2A, B). Somites formed normally but were incorrectly shaped, and there was dorsal curvature of the tail with a thin yolk sac extension. Reduced p53 function modestly rescued morphological abnormalities in 24 hpf *esco2* morphants (Fig. 2C, D). At 72 hpf, *esco2* morphants were slightly smaller than wild type embryos. They had a smaller head that essentially lacked a jaw, showed an abnormal pigmentation pattern, and had reduced blood with circulation defects (Fig. 2E, F). Cardiac and cerebral edema became pronounced at this stage. None of the observed phenotypes was rescued by reduction in p53 function (Fig. 2D, H); in fact, reduction of functional p53 enhanced the *esco2* morphant phenotype (Figs. 2H and S2). *esco2* morphant embryos failed to develop beyond 72 hpf, were highly edemic, and rarely survived beyond this time point.

**Figure 2:**
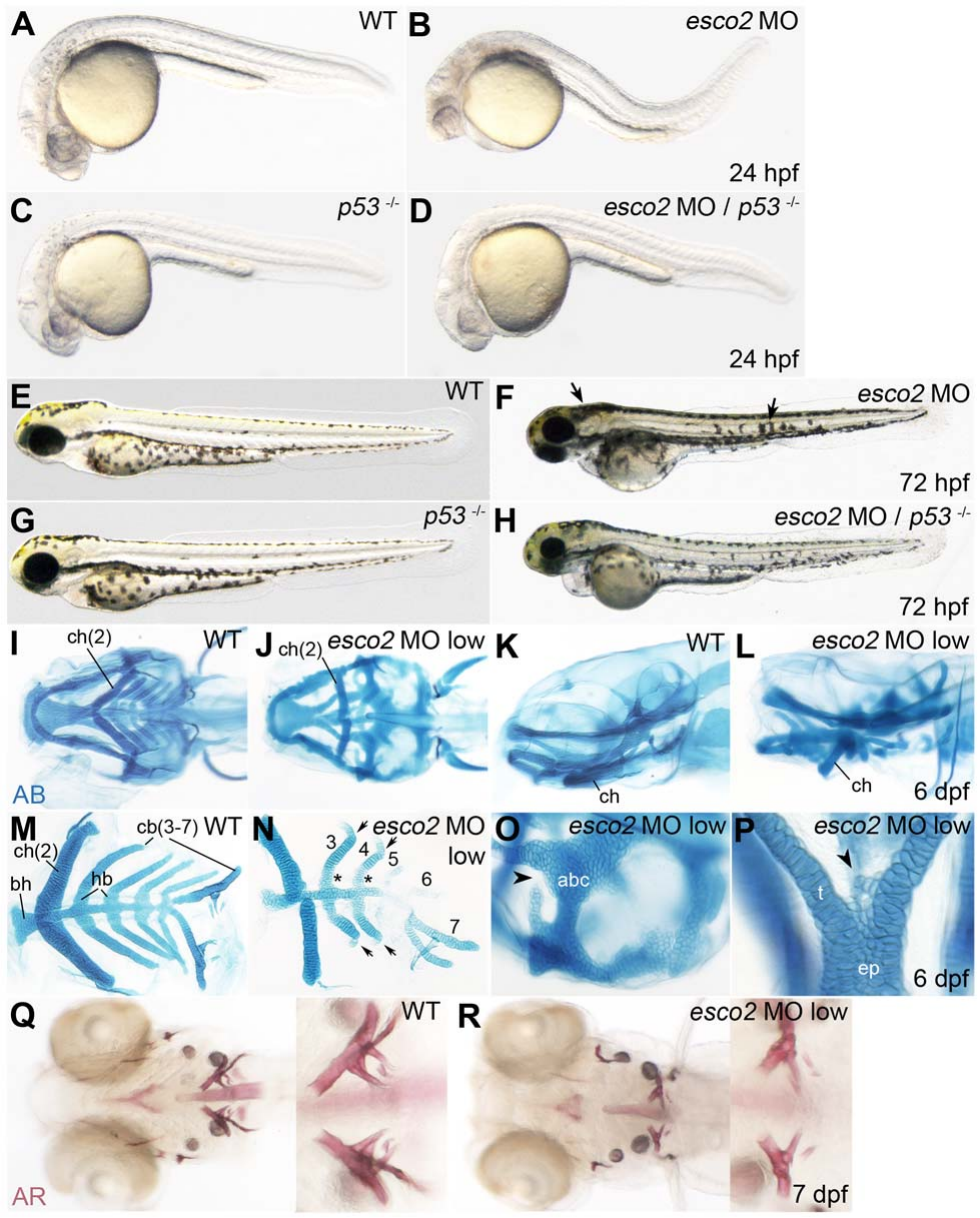
Craniofacial development is abnormal in *esco2* morphants. **A–D**, At 24 hpf, *esco2* morphants (B) had a smaller head, smaller eyes and noticeable cell death in the head region compared to wild type (A), and could be partially rescued by depletion of *p53* (*p53* ^−/−^, C, D). **E–H**, At 72 hpf *esco2* morphants lacked a jaw and showed an abnormal pigmentation pattern (arrows) (F compared with E, wild type). The phenotype was enhanced by depletion of *p53* (G, H). A–H, lateral views of live larvae, anterior to the left. **I–P**, Craniofacial cartilage was stained with Alcian Blue (AB) at 6 dpf. A low dose of *esco2* MO was injected to allow for cartilage development (*esco2* MO low). Numbers of the pharyngeal arch elements are indicated (2–7). I, J, Ventral views. K, L, lateral views. Pharyngeal arch elements were malformed or missing in *esco2* morphants (J, L) compared to wild type (I, K). M, N, closer views of dissected pharyngeal arch elements in wild type (M) and *esco2* morphant (N). The arrows point to the kinks in arches 3 and 4. The asterisks mark elongated hypobranchials (hb) in an *esco2* morphant. O, closer view of anterior basicranial commissure (abc) in an *esco2* morphant, where a gap in the structure was observed (arrowhead). P, closer view of the neurocranium with additional cell structures (arrowhead) at the base of the trabeculae (t) in an *esco2* morphant. **Q**, **R**, Alizarin Red (AR) staining of bone matrix at 7 dpf (ventral views) revealed that ossification is normal in an *esco2* morphant (R, compare to wild type in Q). The close-ups show branchial arch 7. ch, ceratohyal; bh, basihyal; hb, hypobranchial; cb, ceratobranchial; abc, anterior basicranial commissure; t, trabeculae; ep, ethmoid plate.

To gain insight into the craniofacial phenotypes observed in RBS, we wished to observe the effects of *esco2* depletion on cartilage and bone development. To do this, it was necessary to reduce the MO dose to produce hypomorphic *esco2* morphants to allow for cartilage development. *esco2* “hypomorphants” can survive past 72 hpf without the formation of cardiac edema, which might in itself contribute to cartilage malformation. These more mildly affected embryos started to recover after 3 days of development due to the dilution of the morpholino during development, and survived to at least 7 days. *esco2* hypomorphants displayed disorganized craniofacial cartilage with underdeveloped jaw elements, as revealed by Alcian Blue staining. In *esco2* hypomorphants, the ceratohyal arch was oriented ventrally rather than forwards, and ceratobranchial arches 3–6 were reduced in size compared with wild type (Fig. 2I, J, K, L). Ceratobranchial arches 5 and 6 were severely reduced in length and were barely visible with Alcian Blue staining (Fig. 2M, N). Furthermore, the more distal arches were kinked towards anterior at their extremities. The basal element of arch 2 (basihyal of hyoid) was present, but shaped differently in *esco2* hypomorphants than wild type embryos. Hypobranchials were thinner and elongated in *esco2* hypomorphants. In the affected craniofacial cartilage elements, the cell numbers were reduced and cell size was enlarged. In some embryos, gaps in the anterior basicranial commissure could be detected (Fig. 2O), as well as additional cell structures protruding from a cartilage element (Fig. 2P).

Alizarin Red was used to stain for bone formation in *esco2* hypomorphants at 7 dpf. Ossification appeared to be essentially normal in Esco2-depleted embryos (Fig. 2Q, R). The shape of ossified structures was altered relative to wild type, presumably because of the misdevelopment of cartilage in *esco2* hypomorphants.

These data suggest that craniofacial malformations caused by loss of Esco2 could be due to loss and mispositioning of cartilage, or the incorrect migration of neural crest cells that contribute to craniofacial development. Our analysis of the expression of genes that mark migrating neural crest, *sox10* and *crestin*, showed that these genes are essentially expressed normally in *esco2* morphants (Fig. S3A–D). However, the accumulation of pigment cells (Fig. 2F) in *esco2* morphants together with truncated distribution of *crestin* at 16 somites (Fig. S3A, C) suggests that while neural crest cells are specified, they may not be migrating to form the craniofacial cartilage. The cranial neural crest marker *dlx2a* was expressed normally at early stages (Fig. S3E, H), but altered and reduced expression in the pharyngeal arches and forebrain at 24 hpf (Fig. S3F, G, I, J) indicates that *dlx2*-expressing cells may be inefficiently located to these tissues.

A defining characteristic of RBS is tetraphocomelia [26], therefore we were interested to determine the effects of Esco2 depletion on pectoral fin growth. In 72 hpf *esco2* morphants, the pectoral fin was abnormally shaped and severely reduced in length when compared with wild type (Fig. 3A, E; B, F). Fin reduction in *esco2* morphants was enhanced when the function of p53 was reduced (data not shown). Interestingly, in *esco2* hypomorphants, pectoral fin growth was retarded at first, until around 3 dpf, when presumably, the *esco2* MO becomes too diluted to retain its effect. At this stage, the fins appear to display catch-up growth (Fig. 3C, G). Strikingly, by 6 dpf, cells appeared to be dividing more actively in the developing fins of *esco2* hypomorphants than in wild type embryos (Fig. 3D, H). Our interpretation is that the affected structures appear to compensate for an early paucity of cells by accelerating proliferation once Esco2 levels start to recover. The data suggest that fin stunting is not due to a patterning defect caused by loss of Esco2, but rather by inadequate cell numbers.

**Figure 3:**
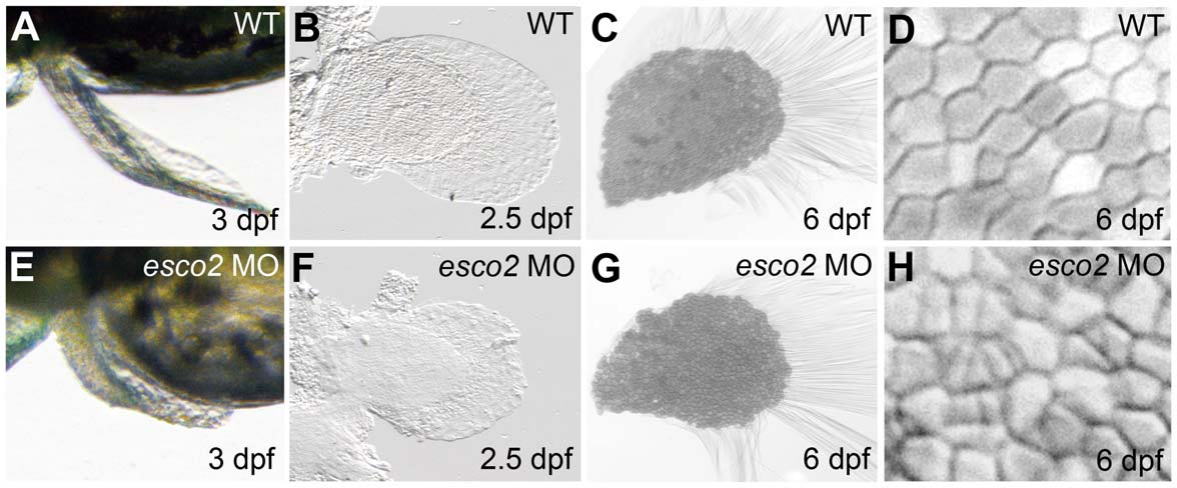
Pectoral fin development is impaired in *esco2* morphants. **A**, **B**, **E**, **F**, The pectoral fin was shorter and abnormally shaped in *esco2* morphants. Fins of wild type (A) and morphant (E) live embryos at 3 dpf (dorsal view). Flat-mounted pectoral fins at 2.5 dpf were smaller and less structured in *esco2* morphants (F) compared with wild type (B). **C**, **G**, **D**, **H**, Alcian Blue staining revealed catch-up growth in pectoral fins at 6 dpf. The fins of *esco2* morphants (G) were comparable to wild type (C) in size and overall structure. Closer views of cell structure in pectoral fins at 6 dpf showed that cells in *esco2* morphant embryos (H) were smaller and more condensed compared to evenly shaped and similar sized cells in wild type (D), perhaps indicating rapid cell divisions in the morphants.

### Esco2 morphants exhibit a cell cycle block in G2/M phase

Loss of craniofacial cartilage and fin stunting in *esco2* morphants could be due to a lack of cell proliferation or cell death in these tissues. To determine the effects of Esco2 depletion on the cell cycle, we labeled S phases with BrdU, M phases with anti-phosphohistone H3 and apoptotic cells with TUNEL. Surprisingly, we found that the number of cells in S phase in *esco2* morphants was roughly equivalent to wild type, indicating that entry into S phase was not compromised by Esco2 depletion (Fig. 4A–E). In contrast, the number of cells in mitosis was significantly increased in *esco2* morphants compared with wild type (Fig. 4F–J). Confocal microscopy revealed that most mitotic cells in *esco2* morphants had distorted spindles, and disorganized chromosomes that were scattered through the cell (Fig. 4P–R). These data indicate that in *esco2* morphants, cells become blocked at the onset of mitosis, which is consistent with the role identified for Esco2 in establishing chromosome cohesion. TUNEL assays indicate high levels of apoptosis in *esco2* morphants (Fig. 4K–O). Apoptotic cells were particularly prevalent throughout the brain, peripheral nervous system and the eyes of *esco2* morphants. The data are consistent with the idea that S phase entry occurs normally in *esco2* morphants, but subsequently, cells are unable to proceed through mitosis and die by apoptosis, which probably reflects the activation of G2 and/or spindle assembly checkpoints in cells of these embryos.

**Figure 4:**
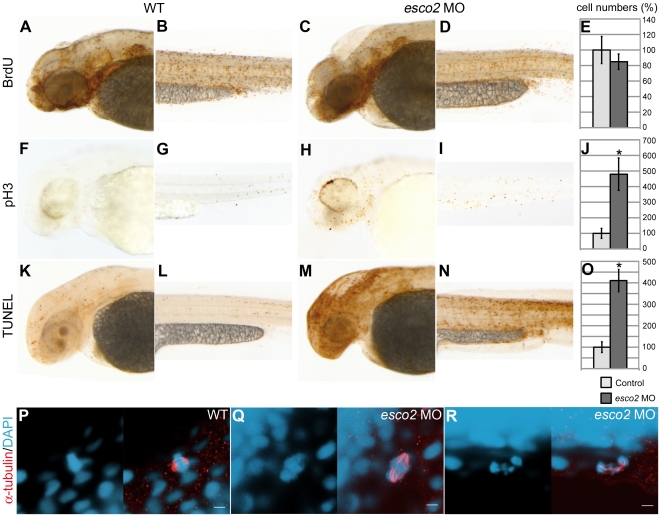
Cell cycle is blocked at mitosis in *esco2* morphants. **A–E**, Cells in S phase stained with BrdU were similar in numbers in wild type (A, B) and *esco2* morphant (C, D). Statistical analyses did not show a significant difference in cell numbers in the tails of embryos at 2 dpf (E). **F–J**, pH3 staining of mitotic cells revealed increased cell numbers in *esco2* morphant (H, I) compared to wild type (F, G). The difference in cell numbers is statistically significant (J). **K–O**, Apoptotic cells labeled with TUNEL were severely increased in *esco2* morphants (M, N, compared to wild type in K, L). The difference in cell numbers is statistically significant (O). Lateral views of 2 dpf larval heads (A, F, K, C, H, M) and regions in tail above the yolk sac extension (B, G, L, D, I, N), anterior to the left. An asterisk in the graphs (J, O) indicates a statistically significant difference in cell numbers of *esco2* morphants compared with wild type embryos (p-value<0.05). **P–R**, Confocal images of mitotic cells at 1 dpf stained with anti-α-tubulin (red) and counterstained with DAPI (blue, left panels). Right panels: merged images. In *esco2* morphants the DNA was fragmented (P, Q, left panels) and spindles were often disorganized (R, right panel) compared to wild type (P). Scale bar: 5 µm.

### Apoptosis in *esco2* morphants is associated with caspase activation, but is independent of p53

To determine if apoptosis in *esco2* morphants is p53-dependent, we injected the *esco2* MO into embryos homozygous for *p53* ^M214K^, a genetic background that leads to compromized p53 function. In the *p53* ^M214K^ line, activation of p53 response genes is absent, therefore p53-dependent apoptosis should not be induced [51], [52]. In this p53-deficient background, cells in S phase were similar between *esco2*-depleted and wild type embryos at 24 hpf (Figs. 5A and S4A–D). However, there was a slight increase of S phases in *esco2* morphants in the p53-deficient background at day 2 (Figs. 5B and S4E–H). This may indicate that intact p53 retards re-entry of damaged *esco2-*depleted cells into the cell cycle. Apoptosis in the *p53* mutant background was just as prevalent as that observed on a wild type background (Figs. 5B and S4I–N). Thus, apoptosis in *esco2* morphants appears to be independent of p53.

**Figure 5:**
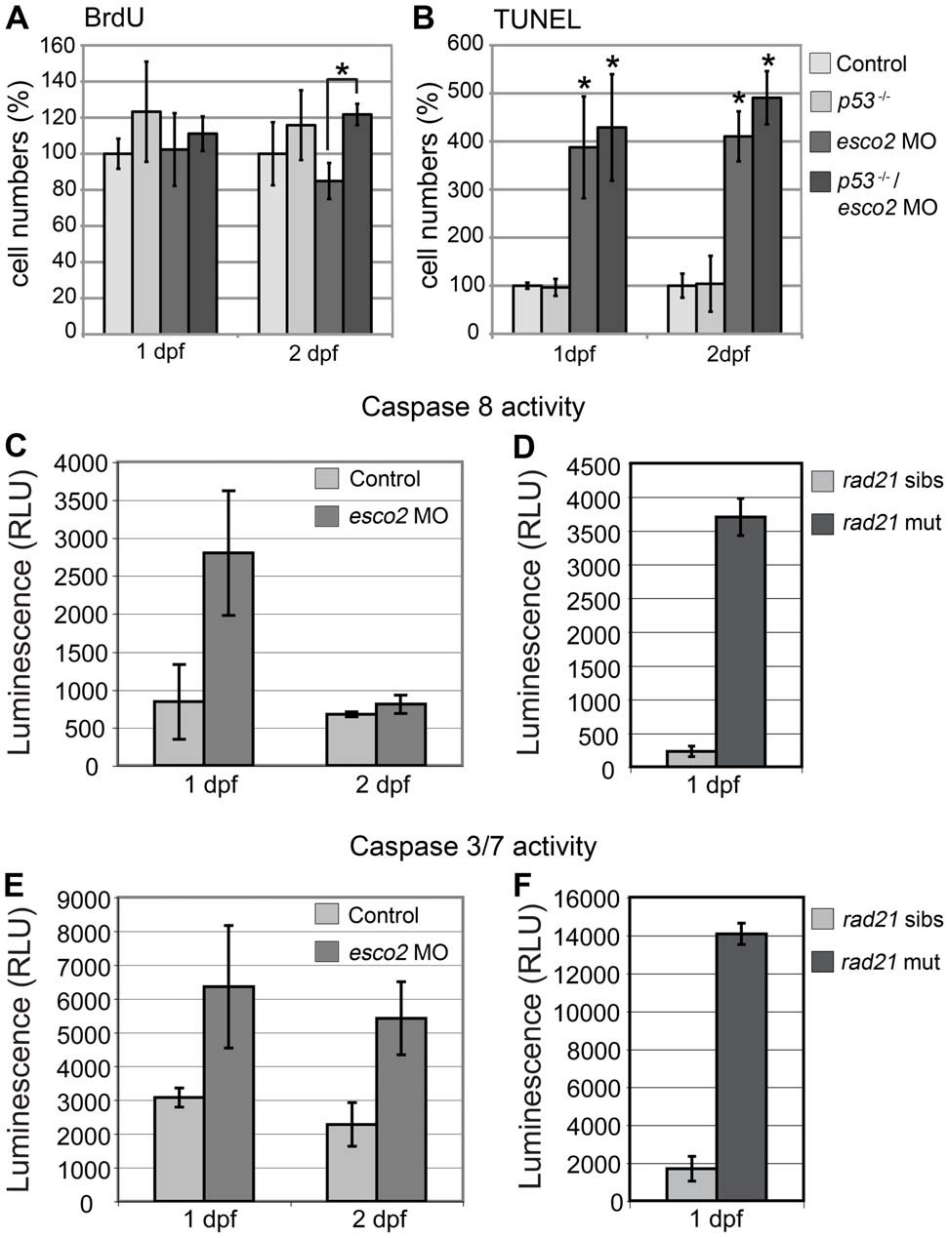
Caspase activity is increased in *esco2* morphants and *rad21* mutants. **A**, Numbers of S phase cells detected by BrdU labeling were similar in *esco2* morphants and wild type at 1 and 2 dpf. Additional depletion of p53 significantly increased S phase entry in *esco2* morphants at 2 dpf (asterisk). **B**, Apoptotic cells labeled with TUNEL were significantly increased in *esco2* morphants compared with wild type at 1 and 2 dpf. Additional depletion of p53 did not rescue the observed apoptosis. Asterisks indicate where a significant difference in cell numbers was observed in *esco2* morphants compared with wild type and the *p53* mutant. **C**, Caspase 8 activity in *esco2* morphants was increased at 1 dpf, but not at 2 dpf compared to wild type control. **D**, Caspase 8 activity was severely increased in *rad21* mutants (*rad21* mut) at 1 dpf compared to siblings (*rad21* sibs). **E**, Caspase 3/7 activity was increased in *esco2* morphants at 1 dpf and 2 dpf. **F**, Caspase 3/7 activity was severely increased in *rad21* mutants at 1 dpf.

One p53-independent pathway for apoptosis is activation of DEATH receptors followed by signaling through caspase 8. Microarray analysis (see below) showed that *casp8* mRNA levels were dramatically increased in *esco2* morphants. 

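On the microarrays, *casp8*, which encodes the initiator caspase of death receptor signaling, was raised in *esco2* morphants at both time points. At 24 hpf its log2 value was 4.59 ± 0.16 (SD, n = 4 pools of embryos) in controls and 7.52 ± 0.27 (SD, n = 4) in morphants. This is a 7.60-fold rise (log2 difference 2.93, standard error 0.12, adjusted p = 8.5e-12 from limma). At 48 hpf the value was 4.73 ± 0.14 (SD, n = 3) in controls and 6.26 ± 0.09 (SD, n = 4) in morphants. This is a 2.89-fold rise (log2 difference 1.53, standard error 0.12, adjusted p = 2.7e-07 from limma). The rise was larger at 24 hpf than at 48 hpf by 1.40 on the log2 scale (adjusted p of the difference = 1.5e-04 from limma). Every morphant array lay above every control array of the same time point. The array value reports the abundance of the *casp8* transcript in whole embryos and not the activity of the enzyme.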

To find out if this apoptotic pathway is responsible for the cell death observed in *esco2* morphants, we analyzed morphant embryos for the activity of specific caspases. We found a 2–3 fold enhancement in the activities of caspase 8 (Fig. 5C) and caspases 3 and 7 (Fig. 5E) in 24 hpf *esco2* morphants. By comparison, the activity of these caspases was raised 7–10 fold in 24 hpf *rad21* mutants (Fig. 5E, F). *rad21* mutants are more severely affected than *esco2* morphants at this stage, which could account for this difference. At 2 dpf, only caspases 3/7 remained elevated in *esco2* morphants (Fig. 5E compared with C). The raised caspase activities indicate that caspase-dependent apoptotic programs are indeed activated in *esco2* morphants. The drop in caspase 8 activity by day 2 could indicate that initiation of apoptosis occurs within the first day of Esco2-depleted development.

Together, the data suggest that a paucity of cells in Esco2-depleted embryos is due to increased cell death following a mitotic blockade and activation of DEATH receptor signaling. Because we observed pectoral fin recovery in *esco2* hypomorphants, it is possible that cell death alone could cause the craniofacial and pectoral fin phenotypes. However, it is also possible that these developmental phenotypes are due to the misregulation of developmental genes downstream of *esco2*. Since the related cohesinopathy CdLS is characterized by changes in developmental gene expression, and Esco2 is important for cohesin function, we went on to investigate this possibility.

### Gene regulation downstream of Esco2 has minimal overlap with cohesin-dependent transcription

Several groups have now shown that cohesin has an important role in the regulation of developmental genes [53], [54], [55]. We had previously identified genetic pathways regulated by cohesin during early zebrafish through microarray analysis of a null mutation in the zebrafish *rad21* gene (*rad21* ^nz171^) [37]. This analysis revealed that, in addition to genes involved in the cell cycle, genes involved in transcription and development were regulated downstream of Rad21 [37].

To determine if genes that have altered expression as a result of Esco2 depletion are similar to those regulated downstream of Rad21, we collected RNA from 24 hpf and 48 hpf *esco2* morphants and control embryos, and prepared probes that were hybridized to Affymetrix microarrays. 

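RNA from pools of 50 embryos was hybridized to 15 Affymetrix GeneChip Zebrafish Genome Arrays, with 1 pool per array. At 24 hpf there were 4 arrays from *esco2* morphants and 4 from controls. At 48 hpf there were 4 from morphants and 3 from controls, numbered replicates 1, 3 and 4. The labels describe the remaining control array of 48 hpf as faulty, and it was not analysed here. The morphants had been injected with the esco2_ATG morpholino, an antisense oligonucleotide that blocks translation, and the controls with buffer alone. No array therefore shows the response to an unrelated morpholino. The authors normalized the arrays by RMA, which corrects for background, equalizes the distribution of probe signals between arrays and gives 1 log2 value per probe set. Of 15617 probe sets, 115 Affymetrix control probe sets were left out and 15502 were tested. Of these, 10795 carry 1 gene symbol, 135 carry several and 4572 carry none. A gene with more than 1 probe set was represented by the one with the highest mean value. Differences are morphant minus control on the log2 scale, from a single limma fit to all 15 arrays with a mean for each group. The p-values were two-sided and adjusted by the Benjamini and Hochberg method over the 15502 probe sets. A probe set was counted as changed at an adjusted p of at most 0.05 and a fold change of at least 2, as in the paper's methods. The 27 gene lists, the tests of probe sets and of lists given here and the rule for naming genes were set before the data were examined, and tests chosen later are named as such where they are given. A member of a list rose or fell at an adjusted p under 0.05 with no minimum fold. Each list was compared with all other genes by camera with a preset correlation between genes of 0.01, adjusted over 54 tests of lists and time points. Control replicate 3 at 48 hpf stood apart from the other arrays. Its mean correlation across probe sets with the arrays of its own group was 0.985, against 0.989 to 0.997 for every other array. Its median over 26 control probe sets without a zebrafish target was 4.59 on the log2 scale, against 3.82 to 4.31. Probe sets are not independent replicates, and the number of arrays limits the precision of every value.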

Following normalisation and statistical analysis using linear models (LIMMA; false discovery rate of 5% and |fold change|≥2), differential expression of several transcripts between morphant and wild type embryos was observed, particularly at 24 hpf. 

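At 24 hpf, 75 probe sets changed in *esco2* morphants, 59 raised and 16 lowered, and at 48 hpf 141 changed, 108 raised and 33 lowered. The largest rise of a named gene at 24 hpf was that of *isg15*, which encodes a ubiquitin-like protein induced by interferon. Its log2 value rose from 4.33 ± 0.13 (SD, n = 4) to 7.81 ± 0.24 (SD, n = 4), or 11.2-fold (adjusted p = 1.8e-13 from limma). The ubiquitin ligase gene *lnx1* rose 6.90-fold (adjusted p = 1.9e-11), *fosab*, which encodes the immediate early transcription factor Fos, 6.21-fold (adjusted p = 1.8e-05), and *rspo1*, which encodes a secreted activator of Wnt signaling, 5.13-fold (adjusted p = 2.3e-11). The apolipoprotein gene *apoea* fell by 1.12 on the log2 scale at 24 hpf (standard error 0.17, adjusted p = 2.3e-04). At 48 hpf *ahnak*, which encodes a large scaffold protein, rose 3.47-fold (adjusted p = 2.6e-06), while at 24 hpf its log2 difference was -0.06 (adjusted p = 0.89). Another apolipoprotein gene, *apoa4a*, fell by 1.82 at 48 hpf (standard error 0.12, adjusted p = 2.4e-08). Of all probe sets, 32 were raised at both time points, where 0.411 were expected by chance, and 1, that of *ccng2*, was lowered at both, where 0.0341 were expected. The plot of the differences at 24 and 48 hpf shows these, and 0 probe sets changed in opposite directions at the fold and adjusted p from limma given above. In all 75 probe sets at 24 hpf and in 136 of 141 at 48 hpf every morphant array lay beyond every control array. Chance gives this for 2.86% and 5.71% of probe sets that were not selected. The 75 and 141 were selected for a difference between these same groups, so their separation follows largely from the selection and adds no evidence. Without control replicate 3 at 48 hpf, the array that stands apart, 108 probe sets changed at 48 hpf (65 raised), of which 88 were among the 141. Without control replicate 4 at 48 hpf 216 changed (183 raised), and without morphant replicate 4 at 24 hpf 25 were lowered at 24 hpf. Centring each array on 66 ribosomal protein genes shifted the median of all probe sets by 0.02 at 24 hpf and 0.10 at 48 hpf, and relative to these genes 157 were raised and 21 lowered at 48 hpf.

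**Figure D1:**
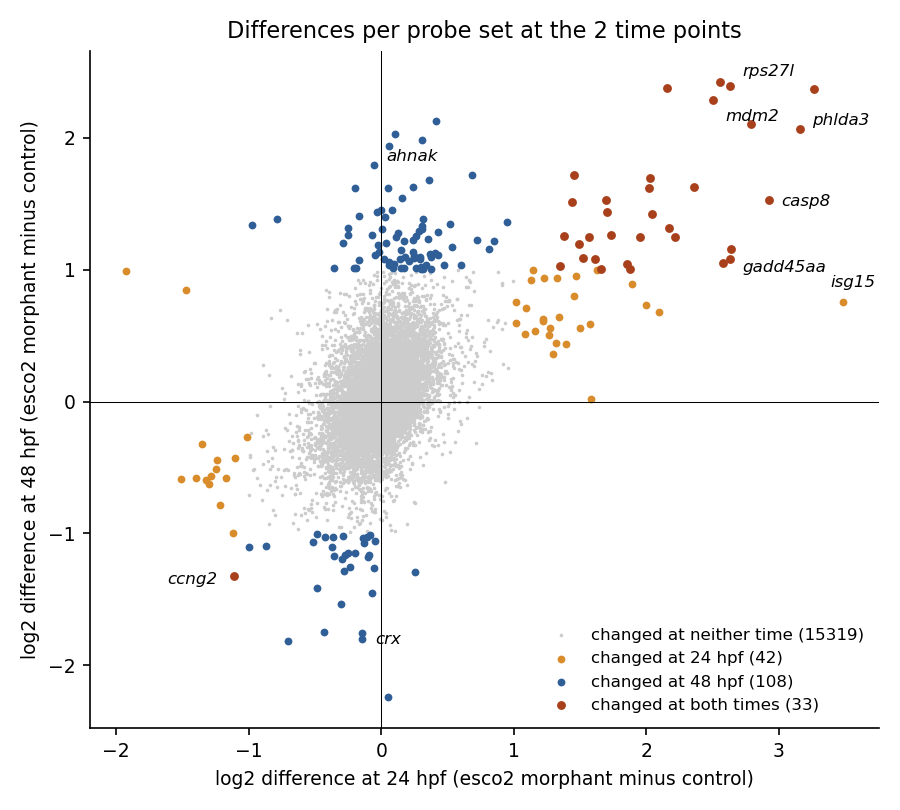
Log2 difference between *esco2* morphants and controls of each of 15502 probe sets at 24 hpf (horizontal axis) and 48 hpf (vertical axis). Points are colored by the time at which the probe set changed at an adjusted p of at most 0.05 and a fold of at least 2: 42 at 24 hpf, 108 at 48 hpf and 33 at both, the last lying in the upper right except for *ccng2*.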

Gene Ontology analysis was performed using the GATHER web tool with the 24 hpf differentially abundant transcript lists. This analysis indicated that at 24 hpf, the RNAs differentially expressed in *esco2* morphants were enriched for RNAs involved in cell proliferation and apoptosis: (GO:008283, *ccng1*, *ccng2*, *cdc6*, *cdca7*, *ctbp1*, *cyr61*, *dut*, *erbb2*, *erbb4*, *fgb*, *fgg*, *fhit*, *fhit1*, *fth1*, *irf1*, *mcm2*, *mcm3*, *mdm2*, *mdm4*, *nck1*, *plk3*, *prdx1*, *rps27*, *sesn3*, *tp53*, *tsga2*). 

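Of the 26 genes of this list, 23 have a probe set of their own on the array, and the other 3 were not analysed here. At 24 hpf 8 of the 23 rose and 10 fell, and 5 did not pass the test (8 rose and 11 fell when adjusted over the list alone). Next to *mdm2*, the largest rises were those of *sesn3*, which encodes a stress-induced sestrin (log2 difference 1.70, standard error 0.09, adjusted p = 7.9e-10 from limma), and *ccng1*, which encodes cyclin G1 (1.38, standard error 0.09, adjusted p = 7.5e-09). The peroxiredoxin gene *prdx1* rose by 0.72 (standard error 0.06, adjusted p = 4.9e-07). The cyclin G2 gene *ccng2* fell by 1.11 (standard error 0.12, adjusted p = 8.9e-06), and *mdm4*, which encodes a relative of Mdm2, fell by 0.79 (standard error 0.10, adjusted p = 5.9e-05). The genes *fgb* and *fgg*, which encode chains of the plasma protein fibrinogen, had log2 differences of -0.74 and -0.60. At a fold change of at least 2, 3 rose (*mdm2*, *sesn3* and *ccng1*) and 1 fell (*ccng2*). The genes *ctbp1*, *erbb2*, *fth1*, *nck1* and *rps27* had log2 differences between -0.26 and 0.08. Because the study chose this list on these samples, its counts are not independent evidence of a change in the category. Over the list the median log2 difference was -0.00454 and the mean 0.08, while camera ranked its members lower than other genes, so that the signs differ (adjusted p = 0.87). At 48 hpf 8 rose and 7 fell (8 and 8 when adjusted over the list alone). The median was then -0.0062 and the mean 0.10, and camera ranked the members higher than other genes (adjusted p = 0.92).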

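Of 29 measured genes of the apoptosis machinery and death receptor signaling, 4 rose at 24 hpf and none fell, also when adjusted over the list alone. These were *casp8* and the genes of 3 proteins that act on mitochondria to start cell death. The Puma gene *bbc3* rose 2.41-fold (log2 difference 1.27, standard error 0.14, adjusted p = 6.3e-06 from limma) and the Bax gene *baxa* 2.24-fold (1.16, standard error 0.08, adjusted p = 4.7e-08). The Noxa gene *pmaip1* rose 1.39-fold (0.47, standard error 0.09, adjusted p = 0.0023). All 4 are also on the list of p53 target genes. None of the 29 is on the list that the study chose, but the paper itself names *casp8*, the largest of these rises, from these same arrays. The other 25 did not pass the test, and at an unadjusted p under 0.05 limma gave 7 raised and 0 lowered. The list as a whole ranked higher than other genes (median log2 difference 0.06, mean 0.23, adjusted p = 0.018). This call was lost with an estimated correlation between genes (adjusted p = 0.104) and among the brighter probe sets, those with a mean value at or above the median (adjusted p = 0.094). At 48 hpf *casp8*, *baxa* (log2 difference 0.54), *bbc3* (0.55), *diabloa* (0.54), which encodes an antagonist of caspase inhibitors, and the death ligand gene *tnfsf10l* (0.77) rose. The gene *bcl2l10*, which encodes an inhibitor of apoptosis, fell by 0.37. When adjusted over the list alone 7 rose and 1 fell at 48 hpf, and the list as a whole did not pass (adjusted p = 0.13). Without control replicate 3 at 48 hpf, the array that stands apart, *tnfsf10l* had a log2 difference of 0.31 (adjusted p = 0.021), and without control replicate 4 *bbc3* did not pass (0.42, adjusted p = 0.053).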

Consistent with this cell cycle profile, differentially expressed genes were also enriched for targets of the cell cycle associated transcription factor complex E2F-1:DP-1. However, most of the RNAs that were differentially expressed in the esco2 morphants did not fall into any particular functional category. 

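E2F1 and its partner DP1 activate genes needed for entry into S phase. Of 40 measured E2F1 target genes, 21 fell at 24 hpf and none rose, and 19 did not pass the test. When adjusted over the list alone 30 fell and 0 rose, as at an unadjusted p under 0.05 in limma. The largest fall was that of *hells*, which encodes a chromatin remodeler, from a log2 value of 7.78 ± 0.09 to 6.96 ± 0.08 (SD, n = 4 each; adjusted p = 6.3e-06 from limma). The gene *cdca7a* fell by 0.76 (standard error 0.09, adjusted p = 1.7e-05) and *dut*, which encodes the enzyme that removes dUTP, by 0.65 (standard error 0.08, adjusted p = 2.2e-05). The DNA primase gene *prim1* fell by 0.54 (adjusted p = 1.7e-04) and *dnmt1*, which encodes the maintenance DNA methyltransferase, by 0.53 (adjusted p = 3.9e-04). No member changed by a fold of 2 or more, and 5 of the 40 are also on the list that the study chose. The list as a whole was lower than other genes at 24 hpf, with a median log2 difference of -0.36 (adjusted p = 1.1e-16). This call held with an estimated correlation between genes (adjusted p = 0.027).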

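Of the genes that changed at 24 hpf at a fold of at least 2, 45 carry a symbol. Of these, 19 (42.2%) belong to at least 1 of the 27 gene lists and 26 to none, where 761 of all 8793 genes tested (8.65%) belong to a list. Genes of no list include *lnx1* and *rspo1*, and *bmb*, which is needed for the fusion of nuclear envelopes in the early embryo and rose 5.89-fold (log2 difference 2.56, standard error 0.10, adjusted p = 8.5e-12 from limma). At 48 hpf 20 of 81 genes (24.7%) belong to a list and 61 to none, among these *ahnak* and *isg20*. The latter encodes an exonuclease induced by interferon and rose 3.28-fold (log2 difference 1.71, standard error 0.13, adjusted p = 1.3e-07). A further 21 of the 75 changed probe sets at 24 hpf and 50 of the 141 at 48 hpf carry no gene symbol and could not be placed. Among all genes at an adjusted p of at most 0.05, with no minimum fold, the share in a list was 17.3% at 24 hpf and 11.11% at 48 hpf. Membership depends on which lists were drawn up, and the paper's categories came from other tools.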

At 48 hpf, no significant functional pathways emerged from differentially regulated transcripts in *esco2* morphants compared with controls. 

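Of the lists of tissues and cell types, those of neural progenitors, differentiated neurons, cartilage and bone, retina, and liver and yolk were lower than other genes in *esco2* morphants at 48 hpf, and that of skeletal muscle was higher. Of these 6 calls that of the neural progenitors alone held with an estimated correlation between genes. In RNA of whole embryos a changed level within a cell type cannot be told apart from a changed share of its cells. Of 48 neural progenitor and proneural genes 21 fell and 4 rose (24 and 5 when adjusted over the list alone). The proneural gene *neurod1* had a log2 difference of -1.16 (standard error 0.13, adjusted p = 7.9e-06 from limma), and the list was lower than other genes (adjusted p = 1.7e-04, and 0.027 with an estimated correlation between genes). Of 37 genes of differentiated neurons 15 fell and 1 rose, also when adjusted over the list alone. Among these the tubulin genes *tubb5* and *tuba2* had log2 differences of -0.65 (standard error 0.08, adjusted p = 3.6e-05) and -0.68 (adjusted p = 1.2e-04). This list was lower than other genes (adjusted p = 9.8e-04), a call lost with an estimated correlation (adjusted p = 0.157). Of 26 cartilage and bone genes 9 fell and none rose (11 and 0 when adjusted over the list alone, 12 and 0 at an unadjusted p under 0.05 in limma). The gene *col10a1a*, a collagen of bone and hypertrophic cartilage, had a log2 difference of -1.75 (standard error 0.12, adjusted p = 3.4e-08), and the list was lower (adjusted p = 9.6e-04, and 0.116 with an estimated correlation). Of 41 retina genes 13 fell and 2 rose (13 and 3 when adjusted over the list alone), with the photoreceptor regulator *crx* at -1.80 (standard error 0.15, adjusted p = 4.1e-07) and the bipolar cell gene *vsx1* at -1.42 (adjusted p = 8.0e-07). The retina list was lower too (adjusted p = 0.011, and 0.452 with an estimated correlation). Of 41 liver, yolk and plasma protein genes 11 fell and 3 rose (13 and 3 when adjusted over the list alone; adjusted p = 0.028, and 0.204 with an estimated correlation). Of 66 ribosomal protein genes 11 fell and none rose relative to the array median (8 and 0 when adjusted over the list alone, 23 and 0 at an unadjusted p under 0.05 in limma). Centring the arrays on these genes removes this direction by construction and is no test of it. The median log2 difference of the ribosomal protein genes was -0.11 (adjusted p = 5.9e-06, and 0.214 with an estimated correlation). Of 37 skeletal muscle genes 11 rose and 2 fell, also when adjusted over the list alone (adjusted p = 0.015, and 0.346 with an estimated correlation). The E2F1 targets were lower at 48 hpf, with 11 lowered and 2 raised (11 and 3 when adjusted over the list alone; adjusted p = 0.011, and 0.492 with an estimated correlation). In all, 11 of 27 lists were called at 48 hpf, 3 higher and 8 lower, and 2 of these, the p53 targets and the neural progenitor genes, held with an estimated correlation. Without control replicate 3 at 48 hpf, the array that stands apart, the call was lost for the skeletal muscle genes (adjusted p = 0.076), and the mean over the E2F1 targets was -0.08 in place of -0.13. The skeletal muscle genes were not called without morphant replicate 3 at 48 hpf either (adjusted p = 0.055), nor the liver genes without control replicate 4 (adjusted p = 0.128).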

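Genes of the G2/M transition, the spindle and its checkpoint moved in opposite directions at 24 and 48 hpf in *esco2* morphants. Of 51 such genes, 19 fell and 1 rose at 24 hpf (30 and 1 when adjusted over the list alone), and 2 fell and 16 rose at 48 hpf (2 and 17 when adjusted over the list alone). The gene *knl1*, which encodes a kinetochore scaffold protein, had a log2 difference of -0.19 at 24 hpf (standard error 0.08, adjusted p = 0.17 from limma) and 1.01 at 48 hpf (standard error 0.09, adjusted p = 6.5e-07). The kinesin motor gene *kifc1* had log2 differences of -0.42 (standard error 0.06, adjusted p = 2.5e-04) and 0.04 (standard error 0.07, adjusted p = 0.76). The gene of the RhoA activator of cytokinesis, *ect2*, rose at both times (log2 differences 0.95 and 1.36, adjusted p = 5.4e-06 and 2.0e-07). The list was lower than other genes at 24 hpf (median log2 difference -0.24, adjusted p = 4.5e-11, and 0.012 with an estimated correlation between genes). It was higher at 48 hpf (0.12, adjusted p = 0.014, and 0.273 with an estimated correlation), and its effect differed between the times (adjusted p = 1.7e-15, and 0.0035 with an estimated correlation). Genes of the DNA replication fork were also lower at 24 hpf, where 9 of 30 fell and 1, *rnaseh2b*, rose (16 and 1 when adjusted over the list alone). Their median log2 difference was -0.21 (adjusted p = 1.7e-07, and 0.051 with an estimated correlation). At 48 hpf 6 of the 30 fell and 4 rose (6 and 5 when adjusted over the list alone; adjusted p = 0.40). Over single probe sets, 973 had an effect that differed between the times at an adjusted p of at most 0.05, 233 with the larger effect at 24 hpf and 740 at 48 hpf. Of the 75 probe sets that changed at 24 hpf, 43 differed between the times, all with the larger effect at 24 hpf. Of the 141 at 48 hpf 93 differed, 79 of them with the larger effect at 48 hpf. Both results are favored by the choice of these probe sets for a large effect at the time named. Without control replicate 4 at 48 hpf, 1584 probe sets differed.

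**Figure D2:**
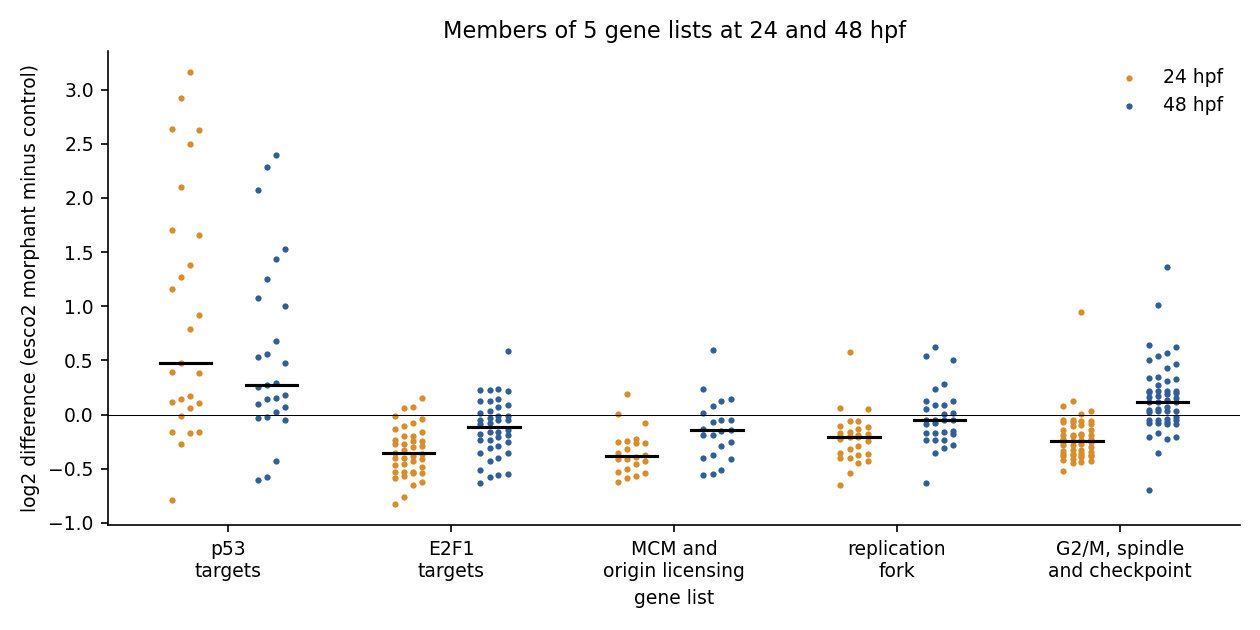
Log2 difference between *esco2* morphants and controls of each measured gene of 5 lists (1 point per gene) at 24 hpf and 48 hpf, with the median of each list as a black line. The medians of the p53 targets are 0.47 and 0.27, those of the E2F1 targets -0.36 and -0.11, and those of the G2/M genes -0.24 and 0.12.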

The data suggest that the transcriptional response to Esco2 depletion happens early, and involves primarily cell cycle regulators along with other RNAs encoding proteins of mixed function.

When the *esco2* array data were compared with our previous analysis of *rad21* ^nz171^ mutants [37], very few of the proliferation- and transcription-associated RNAs affected by Rad21 inactivation were also affected by Esco2-depletion, as indicated by the difference in numbers of colored nodules in the graphs in Figure S5. Taken together the data indicate that, unlike cohesin, Esco2 is probably not directly involved in the transcriptional regulation of developmental and cell cycle genes, at least, not by the same mechanism.

### Regulation of *myca* and *runx* genes by cohesin is not Esco2-dependent

We previously demonstrated that a network of genes related to *myca* (zebrafish *c-Myc*), *mdm2* and *p53* is regulated downstream of Rad21, and that cohesin directly binds the transcription start sites of *myca*, *mdm2*, and *p53* [37]. To test whether these genes are similarly regulated downstream of Esco2, we used quantitative PCR to evaluate their expression in *esco2* morphants at 24 and 48 hpf. 

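On the microarrays *mdm2*, which encodes a ubiquitin ligase and is on the list of p53 targets, rose in *esco2* morphants at both times. Its log2 value rose from 7.51 ± 0.03 to 10.0 ± 0.16 at 24 hpf (SD, n = 4 each; 5.65-fold, adjusted p = 7.4e-13 from limma). At 48 hpf it rose from 6.93 ± 0.10 (SD, n = 3) to 9.22 ± 0.07 (SD, n = 4), or 4.89-fold (adjusted p = 2.7e-11 from limma). These effects differed by 0.21 on the log2 scale, which did not pass the test of the difference (standard error 0.12, adjusted p = 0.36). Of 27 measured p53 target genes, 16 rose and 1 fell at 24 hpf (17 and 4 when adjusted over the list alone), and 12 rose and 3 fell at 48 hpf (13 and 3 when adjusted over the list alone). The list includes *phlda3*, which encodes an inhibitor of Akt and rose by 3.16 on the log2 scale at 24 hpf and 2.07 at 48 hpf (adjusted p = 1.8e-13 and 2.9e-10). It also includes *rps27l*, which encodes a ribosomal protein paralog (6.18-fold and 5.25-fold), and *gadd45aa*, which encodes a protein of the DNA damage response (6.20-fold and 2.11-fold). The list was higher than other genes at 24 hpf (median log2 difference 0.47, mean 0.93, adjusted p = 1.1e-16) and at 48 hpf (median 0.27, mean 0.56, adjusted p = 3.8e-06). Both calls held with an estimated correlation between genes (adjusted p = 1.1e-04 and 0.0054). The effect on the list was larger at 24 hpf than at 48 hpf (adjusted p = 4.3e-07, and 0.0035 with an estimated correlation), and the plot of p53 targets in every array shows the values. Of the 27 genes 5 are also on the list that the study chose on these samples. The controls received buffer alone, so on these arrays a response of the p53 targets to any morpholino cannot be told apart from a response to the loss of Esco2.

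**Figure D3:**
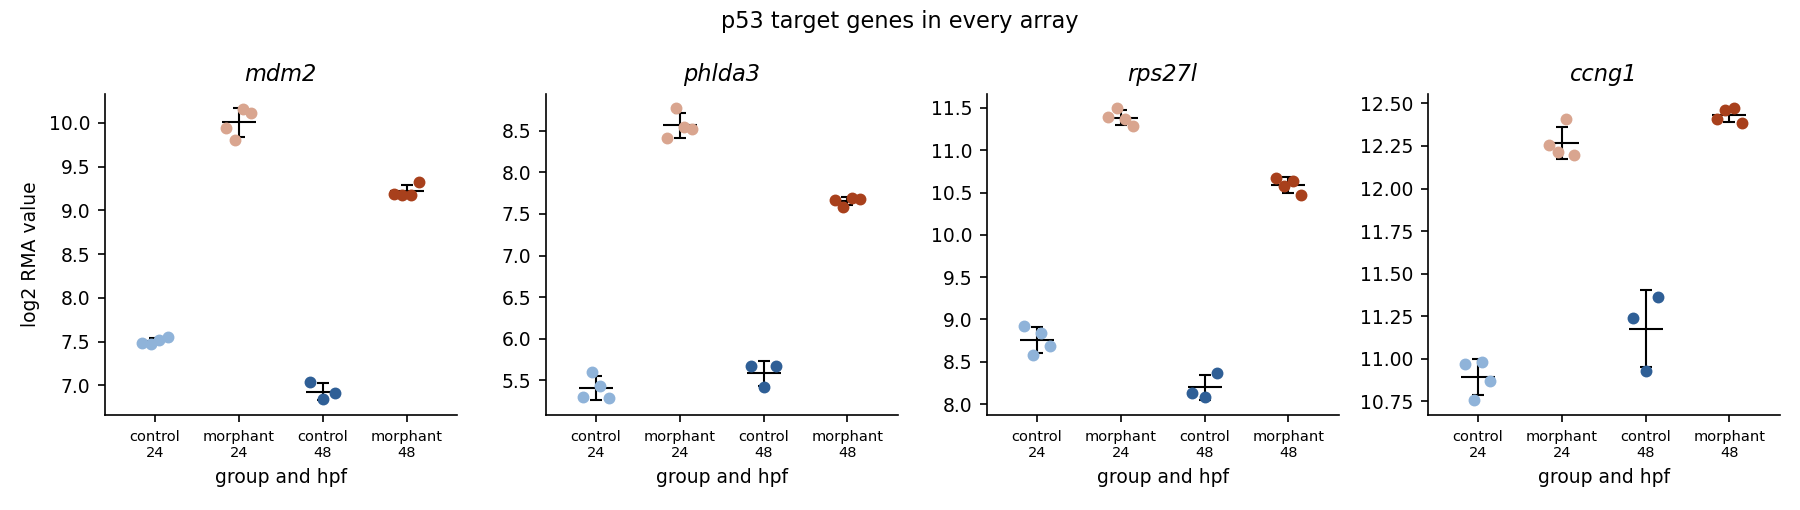
Log2 RMA value of *mdm2*, *phlda3*, *rps27l* and *ccng1* in each array (points), with the mean (wide bar) and SD (whiskers) of each group of 4 arrays, or 3 for controls at 48 hpf; each panel has its own vertical axis, which does not start at 0. In each panel every morphant array lies above every control array of the same time point.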

Consistent with the microarray results, *p53* and *mdm2* were dramatically upregulated in *esco2* morphants, particularly at 24 hpf (Fig. 6A, B). 

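The log2 value of *myca* on the microarrays rose from 7.06 ± 0.06 in controls to 7.44 ± 0.08 in *esco2* morphants at 24 hpf (SD, n = 4 each). This is a 1.31-fold rise (log2 difference 0.39, standard error 0.07, adjusted p = 0.0023 from limma). At 48 hpf it rose from 6.73 ± 0.13 (SD, n = 3) to 7.23 ± 0.09 (SD, n = 4), or 1.42-fold (log2 difference 0.50, standard error 0.08, adjusted p = 2.1e-04 from limma). All morphant arrays were above all control arrays at both times, and the rise did not differ between the times by the test of the difference (adjusted p = 0.62). Its paralog *mycb* rose too (0.54 at 24 hpf, adjusted p = 4.8e-04), while *myclb* fell (-0.42 at 24 hpf, adjusted p = 0.0023). Of 13 measured MYC and RUNX family genes and their partners, 2 rose and 1 fell at 24 hpf and 4 rose and 2 fell at 48 hpf, also when adjusted over the list alone. The list did not differ from other genes at either time by camera (adjusted p = 0.55 and 0.36).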

Surprisingly *myca*, which is strongly downregulated in cohesin-depleted embryos [37], was upregulated up to 2-fold in *esco2* morphants (Fig. 6C, compared to a 1.4-fold increase of *myca* mRNA in the microarray Fig. S5B). This unexpected finding was confirmed by *in situ* hybridization analysis of *myca* expression in whole mount zebrafish embryos. Compared with wild type, a much higher abundance of *myca* transcript was detected in the eyes and brain of 24 and 48 hpf *esco2* morphants (Fig. 6D–K). The reason for *myca* upregulation is not known, but it may be part of a mechanism to compensate for excess cell death in *esco2* morphants (Figs. 4, 5).

**Figure 6:**
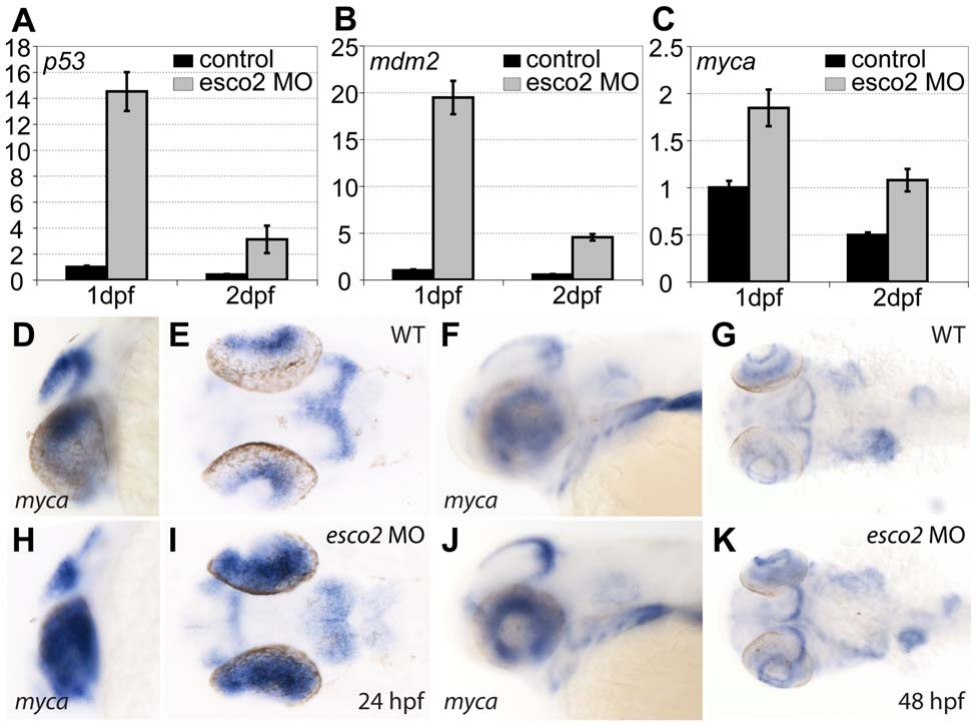
Cell cycle control genes are severely affected in *esco2* morphants. **A–C**, qPCR at 1 and 2 dpf showing significantly increased mRNA abundance in *esco2* morphants of *p53* (A) and *mdm2* (B), and increased mRNA levels of *myca* (C). **D–K**, *In situ* hybridization with a *myca* probe at 24 hpf and 48 hpf. Note the strong expression in the eyes of *esco2* morphants (H) compared with wild type (D) and the abnormal expression in the brain (I compared with wild type in E) at 24 hpf. At 48 hpf *myca* expression seemed to be slightly increased in the brain of *esco2* morphants (J, K compared with wild type in F, G) but was expressed in a normal pattern. D, H, F, J, lateral views, E, I, G, K, dorsal views. Anterior is to the left.

The developmental transcription factors *runx1* and *runx3* are regulated by cohesin in a tissue-specific manner [36], so we sought to determine whether these genes are similarly regulated in *esco2* morphants. *In situ* hybridization revealed no change in expression of these genes in *esco2* morphants at the developmental stages in which they are regulated by cohesin (Fig. S6, and data not shown). Therefore we conclude that cohesin-dependent regulation of *myca*, *runx1* and *runx3* does not depend on Esco2 activity.

Together, the results suggest that while there is good evidence that cohesin's regulation of developmental genes could contribute to CdLS, there appears to be no equivalent role for gene regulation by ESCO2 in RBS. If ESCO2 does directly contribute to transcription, it is likely to do so by a distinct mechanism.

## Discussion

While several groups have used animal models to understand the biology of CdLS [34], [35], [56], [57], to date there have been no animal models investigating the pathological basis of RBS. Our study in zebrafish represents the first such example of an animal model. In this study, we have used zebrafish to show that the molecular etiology of RBS is distinct from CdLS.

We found that Esco2 depleted zebrafish embryos exhibit similar phenotypes to humans with RBS [25], [26], [58], [59], [60]. Esco2-depleted fish have craniofacial abnormalities characterized by missing cartilaginous elements (Fig. 2). They have truncated pectoral fins (Fig. 3), much like the phocomelia observed in RBS patients. Cells in Esco2 morphants exhibited mitotic defects characterized by disorganized chromosomes spread throughout the cell (Fig. 4). This observation is consistent with precocious sister chromatid separation observed in cells from RBS patients [60].

Cell death was the most striking phenotype observed in Esco2 morphants (Figs. 4, S4). In the first day of development, Esco2-depleted embryos upregulated genes required for apoptosis, activated cell death pathways and exhibited high numbers of apoptotic cells through the brain and peripheral nervous system (Figs. 4K–O, 5B, C, E; 6A, B; S4). This phenotype was not unexpected, since lack of chromosome cohesion would be certain to activate the spindle assembly checkpoint.

Our results raise the possibility that cell death, rather than defects in patterning, cause dysmorphology upon Esco2 depletion. Pectoral fin growth recovers via a spurt of “catch-up” proliferation in embryos treated with a low dose of *esco2* MO (Fig. 3). This finding strongly suggests that fin stunting in *esco2* morphants is not caused by a patterning defect, and that the underlying limb developmental pathways are unaffected. Ossification is normal in *esco2* morphants (Fig. 2Q, R), further indicating that the developmental pathways giving rise to bone are intact in these embryos.

The lack of jaw elements in *esco2* morphants could be due to cell death in that region, or defects in cell migration from neural crest to form the cartilaginous structures in the jaw. Cells of neural crest origin migrate to form part of the craniofacial skeleton [61]. Markers of neural crest show that these cells are specified normally in *esco2* morphants (Fig. S3). A truncated pattern of *crestin* expression (Fig. S3A, C) and accumulation of patches of pigment in *esco2* morphants (Fig. 2F) suggests that although neural crest contributors to pharyngeal arch development are specified, there may be a problem with their migration to form elements of the craniofacial skeleton (Fig. 2I–P). Alternatively, precursor cells may be lost due to apoptosis, and thereby lose the opportunity to migrate. Interestingly, cell death, cell migration defects and jaw structure loss were found upon mutation of another chromatin modifying factor, *phf8* [62]. Perhaps Esco2 is involved in histone modification pathways similar to Phf8, or alternatively, both phenotypes may reflect cell death in the developing embryo.

It was previously shown that developmental defects arise with abnormalities in cell proliferation, or an increase in cell death, as the sole cause. For example, an X-irradiation driven chick model of phocomelia showed that loss of proximal structures is caused by a time-dependent loss of skeletal progenitors, and not by a patterning defect [63]. Phocomelia is a consistent feature of RBS, and our zebrafish data support the idea that this feature need not be due to patterning defects.

It has often been argued that cohesinopathies arise from changes in developmental gene expression that result from cohesin's role in gene regulation. Previous work has shown that several genes are up- and down- regulated in response to cohesin loss [35], [37], [38], [40], [64]. Changes in developmental gene expression downstream of cohesin are thought to contribute to the pathology of CdLS [50]. A similar function for ESCO2 in causing RBS has not yet been identified. Our microarray data demonstrated that few specific developmental pathways are co-ordinately regulated downstream of Esco2, and that the regulated RNAs in *esco2* morphants are primarily involved in apoptosis and the cell cycle. These results are in sharp contrast with those obtained previously in *rad21* ^nz171^ mutants, where dense networks of cell cycle-associated RNAs emerged [37] (Fig. S5). 

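Of the developmental gene lists, that of neural progenitors changed most at 24 hpf in *esco2* morphants: of 48 measured genes 26 fell and 2 rose (32 and 4 when adjusted over the list alone). The Notch target *her4.2* fell by 1.33 on the log2 scale (standard error 0.15, adjusted p = 1.1e-05 from limma) and the radial glia gene *fabp7a* by 1.24 (standard error 0.10, adjusted p = 2.4e-07). The Notch ligand gene *dla* fell by 0.89 (standard error 0.07, adjusted p = 3.1e-07) and *olig2*, a regulator of motor neuron and oligodendrocyte progenitors, by 0.66 (standard error 0.07, adjusted p = 8.9e-06). This list was lower than other genes (median log2 difference -0.36, adjusted p = 1.9e-15), a call that held with an estimated correlation between genes (adjusted p = 3.7e-04). The RNA came from whole embryos, so a lower level in these cells cannot be told apart from a smaller share of them. Of 41 liver, yolk and plasma protein genes 12 fell and 2 rose at 24 hpf (13 and 2 when adjusted over the list alone), and this list was lower as well (adjusted p = 5.5e-04, and 0.058 with an estimated correlation). For the remaining lists of tissues and cell types at 24 hpf the adjusted p from camera ranged from 0.13 to 0.92. Of 38 neural crest genes 2 rose and 5 fell (4 and 6 when adjusted over the list alone), and of 38 pectoral fin and limb genes 3 rose and 9 fell (3 and 10 when adjusted over the list alone). Of 26 cartilage and bone genes *sox9b* fell, of 14 pigment cell genes *dct* fell, of 37 genes of differentiated neurons *tubb5* fell and of 27 erythroid genes *slc4a1a* fell. Of 37 skeletal muscle genes 1 rose and 3 fell (3 and 3 when adjusted over the list alone), and of 22 cardiac genes *nkx2.7* rose. Of 18 endothelial genes 1 rose and 1 fell (1 and 2 when adjusted over the list alone), and of 26 myeloid genes 1 rose and 2 fell. Of 10 lens genes *crybb1* and *cryba4* fell, and of 41 retina genes 3 fell. The counts adjusted over the list alone are the same where none is given. The neural crest and retina lists had a median and a mean of opposite sign (neural crest 0.00729 and -0.00884, retina 0.00246 and -0.03). Among the brighter probe sets the lens genes were lower than other genes (adjusted p = 0.0035), and *dct* did not pass (adjusted p up to 0.13) without 1 of control replicates 1, 2 and 3 or morphant replicates 1, 2 and 3 at 24 hpf, control replicate 1 at 48 hpf or morphant replicate 2 at 48 hpf. At 48 hpf 3 neural crest genes rose and 8 fell (4 and 9 when adjusted over the list alone), among them *tfap2b*, which fell by 1.19 (standard error 0.07, adjusted p = 1.2e-08). At that time 4 pectoral fin genes rose and 7 fell, also when adjusted over the list alone, and neither list differed from other genes by camera (adjusted p = 0.24 and 0.43). The paper proposes that the transcriptional response to Esco2 depletion is early and mainly concerns cell cycle regulators, next to transcripts of mixed function. From the microarray data it concludes that Esco2 depletion co-ordinately affects few developmental pathways.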

The transcriptional regulators *runx1*, *runx3* and *myca* genes are all positively regulated by cohesin in zebrafish [36], [37], but are not regulated by Esco2 in the same direction (Figs. 6C–K, S6 and data not shown). In fact, *myca* is upregulated upon Esco2 depletion (Fig. 6C–K), possibly to compensate for reduced proliferation. Importantly, while the loss of acetyltransferase activity of Esco2 can cause RBS [24], it is not required for the regulation of cohesin-dependent genes. Thus, the cohesin acetylating activity of Esco2 can be separated from any other role it might have in regulating transcription. If Esco2 is responsible for direct regulation of gene expression, it probably does so independently of cohesin.

Although we found that few of the RNAs were regulated by cohesin disruption (outside of those involved in the cell cycle and apoptosis) were also regulated by Esco2 disruption, there were notable exceptions. One of these was *ascl1*, a Notch-responsive gene that promotes neuronal differentiation [65]. Interestingly, Ascl1/Mash1 was found to be one of only three factors needed to convert fibroblasts into neuronal progenitors [66]. We found that, in addition to being downregulated upon Esco2 depletion, *ascl1* expression is exquisitely sensitive to the gene dose of *rad21* [37] and it is also downregulated on depletion of zebrafish Nipbl (M.M. and J.A.H., unpublished data). This raises the possibility that there are additional, as yet unknown pathways downstream of cohesion proteins linking cell proliferation with differentiation.

In summary, our results indicate that the molecular pathology underlying RBS is unlikely to involve the regulation of developmental genes, at least not by similar mechanisms to those proposed for CdLS. This draws into question the use of “cohesinopathies” to describe a class of syndromes with a similar genetic etiology, but distinct developmental pathologies.

## Materials and Methods

### Zebrafish lines

Zebrafish were maintained as described previously [67]. All zebrafish research was approved by the University of Otago Animal Ethics Committee (approval #07/54).

### Microinjection

Antisense morpholino oligonucleotides were obtained from GeneTools LLC. For microinjection, 2 nl of morpholino solution diluted in Danieau's buffer was injected into the yolk of wild type embryos at the 1 to 2-cell stage. Morpholino sequences and effective amounts were *esco2*_ATG_MO, 5′-CTCTTTCGGGATAACATCTTCAATC-3′ (0.175-0.25 pmol) and *esco2*_splx2_MO, 5′-GTAAACTACACAATGTTACCTCTCG-3′ (0.75-1.25 pmol).

### In situ hybridization and morphological analysis

A 1120 bp long fragment of *esco2* (accession number NM_001003872) was amplified with 5′-AGCAGGGACCTTCTACAGCA-3′ forward and 5′-GGGATCATCTGGAAGAACGA-3′ reverse primers, and cloned into the pGEM-Teasy vector (Promega) for riboprobe synthesis. The plasmid was linearized with *Sac*II (Roche) and transcribed with SP6 RNA polymerase (Roche). *In situ* hybridization was performed as described previously [68]. Cartilage and bone was stained with Alcian Blue and Alizarin Red, respectively, as described previously [69].

### Cell cycle analysis and immunohistochemistry

Bromodeoxyuridine (BrdU) incorporation was performed on whole embryos as described previously [70]. Mouse monoclonal anti-BrdU antibody (Roche) was detected using a Vectastain ABC Kit (Vector Laboratories). Phosphorylated histone H3 was detected as described previously using an anti-Phospho-Histone H3 (Ser10) antibody (Cell Signaling), followed by detection with anti-rabbit-HRP (Sigma) [70]. TUNEL staining was performed using the ApopTag Kit (Chemicon) as described previously [70]. Cell counts were done on images of a defined region of the tail of 3 embryos each. The cell number of the wild type was set to 100%. To statistically compare cell counts between the samples, a two-sided *t*-test was used. Spindle morphology in mitotic cells was analyzed on whole embryos with anti-α-tubulin (Sigma), and anti-rabbit-TRITC (Sigma) antibodies as previously described [70]. DNA was counterstained with DAPI (Invitrogen), embryos mounted in Vectashield (Vector laboratories) and analyzed by confocal microscopy (Zeiss LSM 510).

### Quantitative RT-PCR

Total RNA from pools of 50 embryos was extracted using Trizol, DNAse-treated, and used to synthesize random-primed cDNA (SuperScriptIII, Invitrogen). SYBR Green PCR Master Mix (Applied Biosystems) was used to amplify cDNA, and relative quantities were normalized to *β-actin* and *wnt5a* expression. Samples were analyzed using an Applied Biosystems 7300 Real-Time PCR System. Quantitative PCR primer sequences for *mdm2*, *p53* and *mcya* were reported previously [37].

### Caspase assays

Single cell suspensions were generated in triplicates of 25 embryos at the desired stage by mashing and filtering in PBS/10% NCS through cell strainers (100 µm, BD Falcon). Cells were resuspended in PBS/10% NCS and suspensions used in Caspase-Glo 8 and Caspase-Glo 3/7 Assays (Promega) according to the manufacturer's instructions. To reduce non-specific background activity in the Caspase 8 assay, the provided inhibitor MG-132 (Promega) was used according to the manufacturer's instructions. Luminescence was measured after 75 minutes on a Synergy 2 multi-detection microplate reader (BioTek Instruments, Inc.). Protein concentration was assessed using a BCA Protein Assay Kit and a BSA standard (Pierce) according to the manufacturer's instructions and was similar in all samples (not shown).

### Microarray and analysis

Total RNA was extracted from 4 replicates (50 embryos each) of 24 hpf and 48 hpf *esco2*_ATG morphants and control embryos (injected with buffer only) using Trizol (Invitrogen) and purified using Qiagen RNeasy columns. RNA integrity was measured using the Agilent Bioanalyzer 2100 (RIN ≥9.5 for all samples). Hybridization to GeneChip Zebrafish Genome Arrays (Affymetrix) and data acquisition were performed at The University of Otago Genomics Facility. All microarray data is MIAME compliant and the raw data has been deposited in GEO, accession number GSE27569. Analysis was performed using the statistical framework ‘R’ (http://cran.r-project.org/). All microarrays passed quality control using the AffyQCreport package. Data were normalized using the RMA method and differential RNA abundance identified using LIMMA. The thresholds for the generation of lists of differentially expressed RNAs were chosen after observation of heatmaps, and the false discovery rate was controlled at 5% using the Benjamini and Hochberg method, with the additional criteria that |mean linear fold change|≥2. Gene sets were tested for enrichment of particular functional categories using the GATHER web tool (http://gather.genome.duke.edu/) with Bayes Factor cutoff ≥5 and p≤0.05, as well as using the Ingenuity Pathways Analysis software (http://www.ingenuity.com/).

## Supporting Information

Figure S1 **Multiple sequence alignment of Esco2 sequences.** Protein sequences of human, mouse and zebrafish were aligned using the ClustalW program (www.ebi.ac.uk/clustalw/; Chenna et al., 2003, PubMedID: 12824352). Accession numbers for sequences used are *Homo sapiens* Q56NI9.1, *Mus musculus* Q8CIB9.3, and *Danio rerio* Q5SPR8.1.
(TIF)

Figure S2 **Evolutionary conservation and knock down of zebrafish** ***esco2.*** **A**, Cladograms of Esco1 and Esco2 proteins. Cladograms were constructed using Geneious Pro 4.6.2 software. Accession numbers for protein sequences are *S. cerevisiae* CAY79478, *D. melanogaster* AAF50579, for Esco2: *D. rerio* Q5SPR8, *S. salar* ACI33242, *X. laevis* BAF91194, *G. gallus* XP_420012, *M. musculus* Q8CIB9, *R. norvegicus* XP_002725161, *H. sapiens* Q56NI9, *P. troglodytes* XP_001164762, *B. taurus* NP_001094652, *A. melanoleuca* XP_002914478, and for Esco1: *X. laevis* ADP44706, *M. musculus* Q69Z69, *R. norvegicus* AAI66441, *M. mulatta* XP_001091733, *P. troglodytes* XP_523883, *H. sapiens* Q5FWF5, *A. melanoleuca* XP_002928389, *E. caballus* XP_001491308, *S. scrofa* XP_003127900, *B. taurus* DAA15944. **B**, Conserved synteny of the zebrafish *esco2* gene when compared with human and mouse. Databases: Ensembl Danio rerio version 59.8 (Zv8), Ensembl Homo sapiens version 59.37d (GRCh37), and Ensembl Mus musculus version 59.37l (NCBIM37). **C**, The esco2_splx2_MO inhibits splicing of the second intron. Primers spanning intron 2 were used to detect splice blocking. cDNA, complementary DNA; control, no reverse transcriptase; WT, cDNA from uninjected embryos; MO, cDNA from esco2_splx2_MO-injected embryos; gDNA, genomic DNA where amplification product size is identical to the unspliced transcript.
(TIF)

Figure S3 **Some neural crest and developmental markers are expressed in a slightly abnormal pattern in** ***esco2*** **morphants.** **A**, **C**, *Crestin* expression at the 16 somite stage. *Crestin* expressing cells at the anterior side were more condensed in *esco2* morphants (C, arrows) than wild type (A). **B**, **D**, *Sox10* expression was normal in *esco2* morphants at the 15 somite stage (D, compared to wild type in B). **E–J**, *Dlx2a* expression at 16 somites was normal in *esco2* morphants (H, compared to wild type in E). At 24 hpf expression of *dlx2a* was slightly reduced in the branchial arches and the forebrain of *esco2* morphants (I, compared to F). The close-ups on the forebrain show an abnormal *dlx2a* distribution in *esco2* morphants (J, compared to wild type in G).
(TIF)

Figure S4 **Apoptosis in** ***esco2*** **morphants is independent of** ***p53*** **.** **A–H**, BrdU-labeled proliferating cells at 24 hpf (A–D) and 48 hpf (E–H). Proliferation was normal in *esco2* morphants (B, F, compare to wild type in A, E). Additional depletion of *p53* in the *p53* ^M214K^ mutant line (p53^−/−^, C, G) led to increased proliferation at 48 hpf (H), but not 24 hpf (D). **I–N**, TUNEL staining of apoptotic cells at 24 hpf (I, J) and 48 hpf (K–N). Apoptosis was severely increased in *esco2* morphants (J, L, compared to wild type in I, K), and independent of additional depletion of *p53* (M, N).
(TIF)

Figure S5 **Ingenuity pathway analysis of** ***rad21*** **mutants and** ***esco2*** **morphants.** Ingenuity pathway analysis (http://www.ingenuity.com/products/pathways_analysis.html) of *rad21* mutants (A) and *esco2* morphants (B) at 1 dpf. Only a subset of Rad21-regulated genes (e.g. those in the *mcm* cluster at the bottom right) were also regulated by Esco2 depletion. The cut-off used for the Rad21 experiment (A) is |unlogged fold change| ≥1.5 and q(FDR-adjusted p) ≤0.01. The same graph is shown for the Esco2 experiment, but colored according the degree of RNA regulation in the *esco2* array (B). Fold changes are overlaid in both graphs. Red, up-regulated in *rad21* mutants or *esco2* morphants, respectively, relative to controls; green, down-regulated in *rad21* mutants or *esco2* morphants, respectively, relative to controls.
(TIF)

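The *mcm* genes encode the helicase that opens DNA for replication. At 24 hpf *mcm3* fell from a log2 value of 9.30 ± 0.03 in controls to 8.73 ± 0.09 in *esco2* morphants (SD, n = 4 each; log2 difference -0.57, standard error 0.07, adjusted p = 3.9e-05 from limma). At this time *mcm2* fell by 0.63 (adjusted p = 3.3e-04), *mcm5* by 0.54 (adjusted p = 4.8e-04), *mcm4* by 0.53 (adjusted p = 0.0011) and *mcm7* by 0.41 (adjusted p = 0.0090). The probe sets of *mcm6* and *mcm9* were dim, with control values of 4.59 ± 0.08 and 3.96 ± 0.15 (SD, n = 4), and did not pass the test (log2 difference -0.24 for *mcm6*, adjusted p = 0.25 from limma). At 48 hpf *mcm2*, *mcm3*, *mcm4* and *mcm5* fell by 0.41 to 0.56. For *mcm7* the log2 difference at 48 hpf was -0.14 (adjusted p = 0.37), and its effect did not differ between the times by the test of the difference (adjusted p = 0.30). Of 22 measured genes of MCM proteins and origin licensing, 15 fell and none rose at 24 hpf (18 and 1 when adjusted over the list alone, as at an unadjusted p under 0.05 in limma). Among them *cdc6*, which loads the helicase at origins, fell by 0.59 (adjusted p = 0.0020), and no member fell by a fold of 2. The list was lower than other genes at 24 hpf (median log2 difference -0.38, adjusted p = 3.8e-11), and the call was lost with an estimated correlation between genes (adjusted p = 0.062). At 48 hpf 6 fell and 2 rose, also when adjusted over the list alone (median -0.14, adjusted p = 0.040, and 0.613 with an estimated correlation). The list shares 10 measured genes with the E2F1 targets, of which 8 fell at 24 hpf, and 3 of its genes are also on the list that the study chose. Without control replicate 3 at 48 hpf, the array that stands apart, the list was no longer called at 48 hpf (adjusted p = 0.185). Nor was it without morphant replicate 3 (adjusted p = 0.051) or morphant replicate 4 (adjusted p = 0.058).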

Figure S6 ***Runx1*** **expression is normal in** ***esco2*** **morphants.** *Runx1* expression at 12–13 somites was normal in *esco2* morphants (B, compared to wild type in A) compared to missing expression in hematopoietic progenitor cells in *rad21* ^nz171^ mutants (C, [36]).
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

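Gene expression was measured in whole zebrafish embryos on 15 Affymetrix GeneChip Zebrafish Genome Arrays, each hybridized with labelled RNA from a pool of 50 embryos. The embryos had been injected at the 1 to 2-cell stage with the *esco2* translation-blocking morpholino or with buffer, and were collected at 24 or 48 hpf. The groups were those that the labels give: controls at 24 hpf (4 arrays), *esco2* morphants at 24 hpf (4), controls at 48 hpf (3, numbered 1, 3 and 4) and *esco2* morphants at 48 hpf (4). Each array is 1 pool, and the replicate numbers were not taken to pair controls with morphants. The deposited values are on the log2 scale and were made by the authors with RMA, which comprises background correction, quantile normalization of probes across arrays and a summary per probe set, after quality control with AffyQCReport; the versions of these tools are not stated in the paper's text. The values were used as deposited, and the scanner files were not used here. Arrays have no counting depth, so their number limits the precision, and probe sets near the background of the arrays can show only part of a change.

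The platform's annotation gave the gene symbols, and 115 Affymetrix control probe sets were left out of 15617. The tables were prepared with Python 3.11.15 and pandas 2.3.3, the tests were run in R 4.3.3 with limma 3.58.1, and the figures were drawn with matplotlib 3.10.9. A linear model with a mean for each of the groups was fitted to all arrays with lmFit, and its contrasts (morphant minus control at 24 hpf, morphant minus control at 48 hpf, and the difference of these effects) were tested with eBayes and adjusted by the Benjamini and Hochberg method. Every p-value that is not named as exact or as a permutation comes from limma. Changed probe sets were counted at a false discovery rate of 5% and a fold of at least 2, and the effects that differ between the times at the false discovery rate alone. A gene with several probe sets was represented by that with the highest mean value over all arrays, and probe sets that the annotation gives to several genes were counted but name no gene.

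The genes named in the text were taken by a rule: every gene that the paper names as measured on the arrays or as a comparison gene; at each time point the 10 largest rises and the 10 largest falls among changed genes in which every morphant array lies beyond every control array, without names that are only clone or locus numbers; up to 4 members of each gene list with the smallest adjusted p; and members of a list that a conclusion of the paper is about. The paper named its genes from these same samples. The gene lists cover the genes of the paper's Gene Ontology category, p53 targets, apoptosis, E2F1 targets, MCM and origin licensing, the replication fork, G2/M and spindle, cohesin, DNA damage, neural progenitors, neurons, neural crest, pigment cells, cartilage and bone, pectoral fin, erythroid, myeloid, endothelial, skeletal muscle, cardiac, lens and retina genes, liver and yolk, interferon, stress, MYC and RUNX, and ribosomal protein genes. Each was tested with camera (preset correlation 0.01), and beside it with camera with an estimated correlation and with fry, which asks whether the members move on balance in 1 direction and compares them with no other genes.

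Each array was also placed on the difference between controls at 24 hpf (position 0) and at 48 hpf (position 1), over probe sets with an adjusted p under 0.001 and a log2 difference of at least 1 between these control groups. For a control array the axis was fitted again without it, and morphants were compared with controls by an exact two-sided permutation test. The alternatives tried were the replicate number as a block, each time point fitted alone, a filter on dim probe sets, cyclic loess, centring on the ribosomal protein genes, array weights, eBayes with trend and robust options, leaving out each array in turn, other fold thresholds, genes in place of probe sets, the mean of a gene's probe sets, other set tests and other probe sets for the axis.

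The code was tested on simulated data of the same design with 100 shifted probe sets of each size. At 24 hpf it found 97 of those shifted by 1 on the log2 scale at the false discovery rate, 45 of them also past the fold, and 100 of those shifted by 2, with 11 false calls at the rate and 0 in limma with the fold. At 48 hpf it found 99 (48 past the fold) and 100, with 8 false calls and 0 with the fold. A simulated shift of 0.3 in 1 list was found and 0 of the other lists were called by camera, and a group placed at 0.8 on the axis was estimated at 0.795. The simulated noise was independent between probe sets and the lists held random genes. False calls of camera on lists of correlated genes were therefore not tested. For each probe set the noise had the same spread in every array. False calls with an array that stands apart, such as control replicate 3 at 48 hpf, were not tested either.

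Some genes that the paper names are not reported here. The genes *wnt5a*, *erbb4* and *fhit1* have no probe set of their own in the annotation and were not analysed here, nor was the faulty control array of 48 hpf. Results for *rad21* mutants, which the paper compares with these, were not used here, since they come from another experiment.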

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

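The tests of the stage of control replicate 3 at 48 hpf, of the axis without that array, of a delay in each gene list, of the mean of the interferon genes by permutation, of the groupings that mix the groups at both times and of the groupings of centred arrays were chosen after the results were seen, and the others were not. Control replicate 3 at 48 hpf stood apart from its group, as described with the methods. Without it 108 probe sets changed at 48 hpf and 75 at 24 hpf, which argues against this array as the whole reason for the larger count at 48 hpf. With no minimum fold 2404 passed at 24 hpf and 3399 at 48 hpf without it, against 1514 and 3506 with all arrays. With all arrays 141 changed at 48 hpf, 108 of them raised. Without it 65 were raised at 48 hpf and 59 at 24 hpf, so the array adds to the larger count among raised probe sets. After cyclic loess its mean correlation with the other controls of 48 hpf was 0.986, below the lowest of any array in the other groups (0.996), which argues against a trend with brightness left by the normalization. Of its squared deviation from the other controls of 48 hpf 0.315% lay along the change of controls from 24 to 48 hpf, which argues against an older or younger pool of embryos. Hybridization, scanning and the composition of the pool were not tested and stay open, the paper reports intact RNA for all samples, and the design gives no biological explanation to test.

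Morphants lay behind the controls on the axis from control embryos at 24 hpf (position 0) to control embryos at 48 hpf (position 1), over 1078 probe sets: at 24 hpf the position was 0.00533 ± 0.0216 (SD, n = 4) in controls and -0.0468 ± 0.0136 (SD, n = 4) in morphants, a difference of -0.0521, and at 48 hpf it was 0.960 ± 0.0148 (SD, n = 3) and 0.796 ± 0.0134 (SD, n = 4), a difference of -0.165 (exact two-sided permutation test, p = 0.0286 at each time, the smallest that these arrays allow). Without control replicate 3 at 48 hpf the difference at 48 hpf was -0.176, which argues against this array setting the axis, but without control replicate 1 it was -0.0476 (exact permutation test, p = 0.333), where each remaining control is placed on an axis from 1 control array. After subtracting the change that a delay of the whole embryo predicts (a lag of -0.171 from the 935 axis probe sets outside all lists), the median log2 difference at 48 hpf of the G2/M genes went from 0.12 to -0.0141, that of the neuron genes from -0.15 to -0.00564 and that of the cartilage genes from -0.17 to -0.0102, none was called by camera (adjusted p = 0.713, 0.700 and 0.15), and delayed development may account for these 3 of the 11 lists. Without control replicate 3 at 48 hpf the G2/M median went from 0.13 to 0.016 and the neuron median from -0.29 to -0.031. The cartilage median went from -0.084 to -0.014, and as it then lay within 0.1 of 0 before the subtraction, it decides nothing without that array. The p53 targets (0.239 after subtraction, adjusted p = 1.1e-06) and neural progenitor genes (-0.136, adjusted p = 2.9e-04) were still called by camera in their direction. This argues against a delay as their whole cause, although with an estimated correlation it holds for the p53 targets alone (adjusted p = 0.0058). For other called lists the delay predicts a median opposite to the change seen. These are the E2F1 targets (predicted 0.107), MCM and origin licensing genes (0.116), ribosomal protein genes (0.0234) and skeletal muscle genes (-0.112). Subtraction could only move them further from 0 (to -0.195, -0.256, -0.132 and 0.229), so the calls that they kept decide nothing. A delay alone would move these medians the other way, which argues against it as their whole cause where the call before subtraction holds. With an estimated correlation none of these calls held, and without control replicate 3 the MCM and skeletal muscle calls were lost. For the retina genes (-0.0163 after subtraction) and the liver genes (-0.0534) a delay cannot be told apart from other causes, since their medians lay within 0.1 of 0 before it, and throughout the prediction and the values share the same 3 controls at 48 hpf.

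The rise of *isg15* at 24 hpf had the largest difference between the times of any named gene, 2.73 on the log2 scale. The other 22 interferon and immune response genes had a median log2 difference of 0.0272 at 24 hpf. They did not differ from other genes by camera in limma (p = 0.957), and their mean did not differ between the groups (0.0275 on the log2 scale, exact two-sided permutation test, n = 4 and 4, p = 0.629), which argues against a shift of this whole list. A response to any injected morpholino cannot be told apart from a response to the loss of Esco2, since 0 arrays come from embryos injected with a control morpholino. The same holds for every other difference between morphants and controls on these arrays, those of the p53 targets and *casp8* included. Loss of Esco2 stays open as the biological explanation and was not tested separately.

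The arrays of each time point were regrouped in all 35 ways. A value that the real grouping alone reached is 1 of 35, the smallest share that these arrays allow. The shares were not corrected for the number of patterns, so they make chance less likely for each pattern without excluding it. At 24 hpf the real grouping alone reached the count of changed probe sets (75, and at most 0 in limma in the other groupings). So it did for the size of the mean log2 difference of the p53 targets (0.929, at most 0.492), the apoptosis genes (0.231, at most 0.137), the E2F1 targets (0.342, at most 0.197) and the MCM and origin licensing genes (0.347, at most 0.203). For the list the study chose, regrouping at 24 hpf decides nothing (0.0848, at most 0.0669), since the study took its genes from the changes between the real groups at that time. At 48 hpf the real grouping alone reached the count (141, at most 44) and the mean of the p53 targets (0.557, at most 0.432). It also gave the largest mean over the list the study chose (0.0980, at most 0.0779). Of that list 8 genes rose and 7 fell and camera did not call it (adjusted p = 0.92), so this mean near 0 shows no shift of the list. For the E2F1 targets at 48 hpf the real grouping alone reached its value by a narrow margin as the arrays stand (0.126, at most 0.123). With the arrays centred on the ribosomal protein genes it did not (0.0224, at most 0.0799, with 23 groupings as large). For the apoptosis genes at 48 hpf it did not as the arrays stand (0.166, at most 0.172, with 2 groupings as large), and did with centred arrays (0.270, at most 0.244). For the MCM and origin licensing genes at 48 hpf it did not (0.142, at most 0.182, with 5), also with centred arrays (0.0385, at most 0.137, with 25). Centring changed none of the other statements on lists. For the probe sets whose effect differs between the times, 2 of 100 drawn groupings, the real one included, reached the real count of 973. The other gave 2321 and kept the real groups at 48 hpf, so that the change at 48 hpf enters its count. The 93 drawn groupings that mix the groups at both times gave at most 1. Mixing the groups takes away the morphant effects themselves. These groupings therefore cannot tell effects that differ between the times from equal effects, and decide nothing on this count.

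In 8 of 147 groups of 4 arrays for a named gene or the axis position, 1 array lay apart, the gap to the nearest of the others, as a share of the range of the group, exceeding Dixon's critical value; chance does this in about 1 in 20 groups. These were *mdm2* (0.913) and *myca* (0.878) in morphant replicate 4 at 48 hpf, *sesn3* (0.934) and *esco2* (0.842) in morphant replicate 1 at 48 hpf, the axis position in morphant replicate 3 at 48 hpf (0.887), *fgg* in morphant replicate 2 at 24 hpf (0.852), *mcm9* in morphant replicate 1 at 24 hpf (0.834) and *casp8* in control replicate 4 at 24 hpf (0.840).

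Gene lists whose effect differed between the times by camera (adjusted p from 1.7e-15 to 0.010) had these medians over members of the effect at 24 hpf minus that at 48 hpf: p53 targets 0.24, G2/M genes -0.365, cohesin genes -0.118 and DNA damage genes -0.224, which were also called with an estimated correlation. The others were not called with it: E2F1 targets -0.165 (adjusted p = 0.200 with an estimated correlation), MCM and origin licensing genes -0.127 (adjusted p = 0.341), replication fork genes -0.136 (adjusted p = 0.183), neural progenitor genes -0.0993 (adjusted p = 0.112), neuron genes 0.121 (adjusted p = 0.196), cartilage genes 0.118 (adjusted p = 0.145), retina genes 0.0933 (adjusted p = 0.365), stress genes 0.136 (adjusted p = 0.112) and ribosomal protein genes 0.0794 (adjusted p = 0.325).

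The effect at 24 hpf minus that at 48 hpf passed the test of the difference in 89 of 269 named genes. Among genes that the paper names or that are among the 10 largest rises or falls at a time (limma, adjusted p from 1.4e-08 to 0.038), the log2 values were 1.66 for *crx*, 1.61 for *col10a1a*, 1.55 for *gadd45aa*, 1.55 for *cox4i1l*, 1.40 for *casp8*, 1.11 for *apoa4a*, 1.09 for *phlda3*, 1.07 for *irx4a*, 1.03 for *ccn1* (by 1 of its 3 probe sets), 1.02 for *hsp70.3*, 0.93 for *vsx1*, 0.90 for *tfap2b*, 0.73 for *rspo1*, 0.68 for *lnx1*, 0.57 for *sox10* and 0.38 for *prdx1*. Negative values were -1.85 for *ahnak*, -1.39 for *guk1a*, -1.15 for *irf1b*, -0.80 for *fabp7a*, -0.76 for *fgb*, -0.73 for *her4.5*, -0.72 for *fgg* and -0.71 for *esco2*. Among the other named genes, which are members of the lists, the largest in size were -1.46 for *crybb1*, 1.42 for *foxo3b*, -1.33 for the hairy-related gene *her2* and -1.20 for *knl1*.

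Gene lists that the paper does not report on and that camera called had mean log2 differences at 24 hpf of -0.219 (replication fork), -0.212 (G2/M), -0.231 (cohesin), -0.103 (DNA damage), -0.368 (neural progenitors) and -0.159 (liver and yolk). At 48 hpf the means were 0.157 (G2/M), -0.216 (neural progenitors), -0.182 (neurons), -0.232 (cartilage and bone), 0.162 (skeletal muscle), -0.201 (retina), -0.122 (liver and yolk) and -0.111 (ribosomal proteins). With an estimated correlation the G2/M, cohesin and neural progenitor genes kept their call at 24 hpf and the neural progenitor genes at 48 hpf. The call was lost at 24 hpf for the replication fork, DNA damage and liver genes (adjusted p = 0.051, 0.175 and 0.058) and at 48 hpf for the G2/M, neuron, cartilage, muscle, retina, liver and ribosomal protein genes (adjusted p = 0.273, 0.157, 0.116, 0.346, 0.452, 0.204 and 0.214). Other settings lost the call as well: the filter on dim probe sets for the DNA damage response and repair genes at 24 hpf (adjusted p = 0.082), the retina genes at 48 hpf (0.143) and the liver, yolk and secreted plasma protein genes at 48 hpf (0.082), default array weights for the retina genes (0.063) and the skeletal muscle genes at 48 hpf (0.193), cyclic loess for the liver genes (0.141) and the ribosomal protein genes at 48 hpf (0.135), and weights gene by gene, added later, for the liver genes (0.073) and the G2/M, spindle and checkpoint genes at 48 hpf (0.051). The skeletal muscle and liver genes also lost it without single arrays, as given with the paper's text on 48 hpf.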

How the results depend on the processing

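Array weights estimated gene by gene were added after the data had been seen, because the default weights did not converge (weight of control replicate 1 at 48 hpf 0.00306, against 2.61 gene by gene). No called gene or list reversed its direction, although means of some lists that were not called changed sign, and in every setting run more probe sets changed at 48 hpf than at 24 hpf. The numbers of the labels were not taken to pair the arrays. Of the same-numbered pairs, 3 of 4 at 24 hpf (the other at 0.0205) and 0 of 3 at 48 hpf had a correlation of their deviations over 0.1. The 3 of 7 controls that correlated best with their own number were all of 24 hpf, so a pairing at that time stays open. With the replicate block 75 and 140 probe sets changed at 24 and 48 hpf, the stress genes were called at 24 hpf (mean 0.212, adjusted p = 0.037), 8 of 269 named genes lost their call at 24 hpf (among them *cdca5*, *esco2*, *xrcc5* and *dct*) and 10 at 48 hpf, where 1 gained it, and the block changed no other call of a list. The p53 and E2F1 targets at 24 hpf and the p53 targets at 48 hpf kept their calls in all 26 alternatives (adjusted p up to 1.1e-04, 0.027 and 0.0054). The trend and robust options of eBayes, counted among these, do not enter camera and could not change the call of a list.

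Counts depended most on the fold, by construction. At 24 hpf 75 probe sets became 1514 (687 raised, 827 lowered) with no fold, 262 (133 and 129) at a fold of 1.5, and 45 (39 and 6) as genes. At 48 hpf 141 became 3506 (1988 and 1518), 836 (581 and 255) and 81 genes (56 raised), and the shares of genes in a list became 17.3% and 11.11% with no fold. Leaving out each array gave 14 to 25 lowered at 24 hpf (16 with all; 25 without morphant replicate 4), 108 to 216 changed at 48 hpf (216 without control replicate 4), 65 to 183 raised (108 with all; 65 without control replicate 3 and 183 without control replicate 4) and 672 to 1584 that differed between the times (973 with all; 1584 without control replicate 4). Default array weights gave 63 raised at 48 hpf and 491 that differed, and weights gene by gene 1896. Both the filter on dim probe sets and centring on ribosomal protein genes gave 21 lowered at 48 hpf (33 without them); the filter leaves fewer probe sets, and for the others the cause was not tested.

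Of the lists behind the paper's conclusions, the apoptosis genes at 24 hpf (adjusted p over the alternatives from 1.7e-05 to 0.104) lost their call with the dim filter (mean 0.176, adjusted p = 0.094) and an estimated correlation (0.231, adjusted p = 0.104), and the MCM genes at 24 hpf (6.7e-12 to 0.062) with an estimated correlation (-0.347, adjusted p = 0.062). The E2F1 targets at 48 hpf (0.0017 to 0.492) lost it with default weights (-0.0576, adjusted p = 0.129) and an estimated correlation (-0.126, adjusted p = 0.492), and their mean was -0.0224 with the arrays centred on ribosomal protein genes (adjusted p = 0.0085). The MCM genes at 48 hpf (0.0098 to 0.613) lost it with the dim filter (-0.143, adjusted p = 0.090), default weights (-0.0580, adjusted p = 0.193), weights gene by gene (-0.107, adjusted p = 0.068), the mean of probe sets (-0.136, adjusted p = 0.057), an estimated correlation (-0.142, adjusted p = 0.613), fry (-0.142, adjusted p = 0.053), and without control replicate 3 (adjusted p = 0.185), morphant replicate 3 (adjusted p = 0.051) or morphant replicate 4 at 48 hpf (adjusted p = 0.058), the mean ranging from -0.209 to -0.0646 over arrays left out. By fry, which compares with no other genes, the list the study chose moved at 48 hpf (0.0980, adjusted p = 3.0e-06), as did the apoptosis genes (0.166, adjusted p = 7.5e-04); at 24 hpf its value (0.0848, adjusted p = 1.1e-06) decides nothing, since the study took its genes from the changes at that time. Apart from these constructions the cause was not tested. An estimated correlation ended 14 of the 21 calls over all lists and both times. The difference in axis position at 48 hpf ranged from -0.176 to -0.0476 when arrays were left out, where without any 1 array of 48 hpf the exact permutation test cannot reach p under 0.05. Probe sets close to background can show only part of a change, which limits the falls of dim genes.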

Differences from the paper's values

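The paper gives 1 value for these arrays that was also computed here, the fold of *myca* at 24 hpf. The paper's value is 1.4 and the value here 1.31, which counts as no difference in any setting run. The directions that the paper gives for *mdm2*, *casp8* and *myca* at 24 hpf were also found here, with log2 differences of 2.50 (*mdm2*), 2.93 (*casp8*) and 0.39 (*myca*). Of the 23 measured genes that the paper lists for cell proliferation and apoptosis at 24 hpf, 18 passed the adjusted p and 4 also the fold of 2 that the paper states.

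The paper places the differential expression particularly at 24 hpf. At the thresholds that it states, 75 probe sets changed at 24 hpf and 141 at 48 hpf, and with no fold 1514 and 3506. None of the alternatives set before the data were examined, nor the weights gene by gene that were added later, gave a larger count at 24 hpf. The effect on the p53 targets was larger at 24 hpf (median difference 0.24, adjusted p = 4.3e-07).

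The paper reports that no functional pathways emerged at 48 hpf. With camera and the lists used here, 11 of 27 lists were called at 48 hpf, of which 2, the p53 targets and the neural progenitor genes, were also called with an estimated correlation. The paper's categories came from other tools and rested on changed transcripts alone, where camera ranks all genes.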

Other observations

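The array weights gene by gene and the permutation test of the interferon genes were added after results had been seen. No other test in this part was chosen after its result was seen. Genes of cohesin and its regulators were lower in *esco2* morphants at 24 hpf: of 14 measured genes 4 fell and none rose (7 and 0 when adjusted over the list alone, 9 and 0 at an unadjusted p under 0.05 in limma). These were *hdac8*, which encodes the deacetylase of Smc3 (log2 difference -0.44, standard error 0.09, adjusted p = 0.0050), *pds5b*, which encodes a cohesin-associated protein (-0.37, standard error 0.07, adjusted p = 0.0028), *cdca5*, which encodes sororin (-0.34, adjusted p = 0.033), and *esco2* itself (-0.31, adjusted p = 0.034). The list was lower than other genes (median -0.24, adjusted p = 8.2e-05, and 0.0099 with an estimated correlation between genes). At 48 hpf 2 rose and 2 fell (3 and 3 when adjusted over the list alone), with a median of 0.06 and a mean of 0.03 where camera ranked the list lower (adjusted p = 0.92). Among 34 genes of the DNA damage response and repair, *unga* (-0.40, adjusted p = 9.7e-04), which encodes a uracil glycosylase, and *xrcc5* fell at 24 hpf and none rose (1 and 0 when adjusted over the list alone, 13 and 1 at an unadjusted p under 0.05 in limma). This list was lower than other genes (median -0.12, adjusted p = 0.013, and 0.175 with an estimated correlation). At 48 hpf 9 rose and 2 fell (10 and 2 when adjusted over the list alone; adjusted p = 0.092), with *mdc1*, which encodes a mediator of the checkpoint, at 0.64 (standard error 0.09, adjusted p = 5.5e-05) and *parp2* at 0.50 (adjusted p = 4.5e-04). Without single arrays the calls at 24 hpf of *cdca5* (adjusted p up to 0.116 over all settings), *esco2* (up to 0.119) and *xrcc5* (up to 0.119) were lost, for *esco2* without any 1 array of 24 hpf other than morphant replicate 1, for *xrcc5* without any 1 array of 24 hpf or morphant replicate 2 at 48 hpf, and for *cdca5* without control replicate 2, 3 or 4 or morphant replicate 2 or 3 at 24 hpf.

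The genes of 2 chaperones of the endoplasmic reticulum fell at both times, and chaperones were not tested as a list of their own: *hsp90b1* by 0.75 at 24 hpf (standard error 0.06, adjusted p = 2.8e-07) and 0.71 at 48 hpf (adjusted p = 1.3e-06), and *hspa5* by 0.39 (adjusted p = 0.0013) and 0.70 (adjusted p = 5.1e-06). The immediate early gene *junbb* rose by 0.87 at 24 hpf (adjusted p = 6.0e-05). Of 46 stress, unfolded protein and immediate early genes 13 rose and 5 fell at 24 hpf (15 and 6 when adjusted over the list alone), and the list did not pass (median 0.06, mean 0.21, adjusted p = 0.058, and 0.204 with an estimated correlation). It passed without control replicate 1 (adjusted p = 0.048) or 3 (0.026) or morphant replicate 2 (0.042) or 3 (0.028) at 24 hpf and without control replicate 1 (0.025) or 4 (0.049) at 48 hpf, as well as with only the arrays of the time point (0.030) and by fry (7.8e-04), which compares with no other genes. At 48 hpf 9 rose and 10 fell (10 and 12 when adjusted over the list alone), with a median and a mean of 0.04 where camera ranked the list lower (adjusted p = 0.81). Of 23 interferon and immune response genes 3 rose and 2 fell at 24 hpf and 7 rose and 1 fell at 48 hpf, also when adjusted over the list alone (adjusted p = 0.49 and 0.15). Of 66 ribosomal protein genes 1 fell and none rose at 24 hpf, also when adjusted over the list alone (3 and 0 at an unadjusted p under 0.05 in limma; median -0.02, adjusted p = 0.21).

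Of the 22 genes placed on the cardiac list 6 rose at 48 hpf, among them *tnnt2a* (0.76, adjusted p = 1.0e-04) and *myl7* (0.55, adjusted p = 2.4e-05). The 1 member that fell was *gsc*, whose place on this list was not checked (9 and 1 when adjusted over the list alone; list adjusted p = 0.058, and 0.204 with an estimated correlation). Of 27 erythroid genes 2 rose and 4 fell (3 and 6 when adjusted over the list alone; list adjusted p = 0.55), including *alas2*, which encodes an enzyme of heme synthesis (control 9.01, morphant 8.01 on the log2 scale, adjusted p = 4.3e-06), and the globin gene *hbbe2* (-0.58, adjusted p = 1.4e-04). Of 26 myeloid genes 2 rose and 7 fell, also when adjusted over the list alone (list adjusted p = 0.21), the myeloid and macrophage genes at 48 hpf being called lower among the brighter probe sets (mean -0.283 in place of -0.106, adjusted p = 0.023) and by fry (adjusted p = 0.031), with the chemokine receptor gene *cxcr4b* at -0.99 (adjusted p = 1.8e-06) and the metalloprotease gene *mmp9* at 0.92 (adjusted p = 9.7e-06). Of 14 pigment cell genes 1 rose (0 when adjusted over the list alone; 1 raised and 2 lowered at an unadjusted p under 0.05 in limma; list adjusted p = 0.92), with a median of 0.02 and a mean of -0.00323. Of 18 endothelial genes 2 rose and 1 fell (list adjusted p = 0.97), with a median of -0.00779 and a mean of 0.02, and of 10 lens genes 1 rose and 1 fell (list adjusted p = 0.98), with a median of -0.05 and a mean of 0.02, both also when adjusted over the list alone. The median and mean of the pectoral fin genes also had opposite signs at 48 hpf (0.00182 and -0.03). The lens crystallin gene *crybb1* fell by 0.83 at 24 hpf (adjusted p = 2.0e-04) and rose by 0.63 at 48 hpf (adjusted p = 0.0019; adjusted p of the difference = 1.5e-04). The list of cardiac genes at 48 hpf passed without morphant replicate 3 at 24 hpf (adjusted p = 0.050) or morphant replicate 4 at 48 hpf (adjusted p = 0.045), with only the arrays of the time point (adjusted p = 0.049), among the brighter probe sets (mean 0.387 in place of 0.151, adjusted p = 7.7e-04), after cyclic loess (adjusted p = 0.041), with array weights gene by gene (adjusted p = 0.047) and by fry (adjusted p = 3.3e-04).

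The log2 value of *esco2* was 9.16 ± 0.04 in controls and 8.85 ± 0.11 in morphants at 24 hpf (SD, n = 4 each) and 8.16 ± 0.13 (SD, n = 3) and 8.55 ± 0.18 (SD, n = 4) at 48 hpf, a rise of 0.39 (limma, adjusted p = 0.0064). The neural crest gene *sox10* had log2 differences of -0.01 at 24 hpf (adjusted p = 0.96) and -0.58 at 48 hpf (adjusted p = 6.3e-05), and *crestin* of 0.08 (adjusted p = 0.86) and 0.84 (adjusted p = 0.0043), the latter 0.46 without control replicate 3 at 48 hpf. For *runx1* they were -0.05 and 0.04 (adjusted p = 0.81 and 0.82), for *runx3* 0.02 and 0.07 (adjusted p = 0.91 and 0.63), for *dlx2a* -0.23 and -0.24 (adjusted p = 0.071 and 0.048, the latter up to 0.16 without single arrays) and for the cohesin subunit gene *rad21a* -0.16 and -0.12 (adjusted p = 0.22 and 0.33). The actin genes *actb1* and *actb2* had log2 differences between -0.04 and 0.05 with no call at either time, also with the arrays centred on ribosomal protein genes.

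A second probe set of some named genes gave another value. For *foxo3b*, a p53 target, the log2 differences at 24 hpf were 2.098 (adjusted p = 3.2e-08) and 0.50, and for *her4.5*, a Notch target, -1.29 and -0.14. For *tubb5* the second probe set had -0.15 at 24 hpf and -0.18 at 48 hpf, and for *tuba2* 2 further, dim probe sets had -0.28 (adjusted p = 0.031) and -0.03 at 48 hpf. For *ccn1* the brightest of 3 probe sets had 0.71 at 24 hpf (adjusted p = 0.011) and the others 0.20 and 0.00506, and with the mean of its probe sets the rise was 0.306 and did not pass (adjusted p = 0.109). For *mcm3* the second probe set had -0.30 at 48 hpf and did not pass (adjusted p = 0.29), where the one used had -0.55, and dim second probe sets of *pmaip1* (0.10 at 24 hpf) and *sox9b* (-0.03 at 24 hpf) did not pass either. By fry, which compares with no other genes, lists that camera did not call also moved: at 24 hpf the cardiac, interferon and ribosomal protein genes (adjusted p = 0.0084, 0.023 and 0.048), and at 48 hpf the DNA damage, neural crest, interferon, and MYC and RUNX genes (adjusted p = 0.0011, 0.012, 0.036 and 0.025). The interferon list holds *isg15*, and at 24 hpf the mean of its other 22 genes did not differ between the groups (0.0275, exact two-sided permutation test, p = 0.629).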
